# Microgravity triggers ferroptosis and accelerates senescence in the MG-63 cell model of osteoblastic cells

**DOI:** 10.1038/s41526-023-00339-3

**Published:** 2023-12-16

**Authors:** Nancy Garbacki, Jérôme Willems, Thibaut Neutelings, Charles Lambert, Christophe Deroanne, Astrid Adrian, Markus Franz, Matthias Maurer, Philippe De Gieter, Betty Nusgens, Alain Colige

**Keywords:** Cell biology, Molecular biology

## Abstract

In space, cells sustain strong modifications of their mechanical environment. Mechanosensitive molecules at the cell membrane regulate mechanotransduction pathways that induce adaptive responses through the regulation of gene expression, post-translational modifications, protein interactions or intracellular trafficking, among others. In the current study, human osteoblastic cells were cultured on the ISS in microgravity and at 1 g in a centrifuge, as onboard controls. RNAseq analyses showed that microgravity inhibits cell proliferation and DNA repair, stimulates inflammatory pathways and induces ferroptosis and senescence, two pathways related to ageing. Morphological hallmarks of senescence, such as reduced nuclear size and changes in chromatin architecture, proliferation marker distribution, tubulin acetylation and lysosomal transport were identified by immunofluorescence microscopy, reinforcing the hypothesis of induction of cell senescence in microgravity during space flight. These processes could be attributed, at least in part, to the regulation of YAP1 and its downstream effectors NUPR1 and CKAP2L.

## Introduction

Cells in the body experience different types of stimuli, which coordinately regulate their structure, function and fate. Besides regulations operated by soluble factors (hormones, growth factors, metabolites, etc.) and cell–cell interactions through specific receptors, mechanical forces are recognized as potent cell regulators^1–3^. In this context, an extensive characterization of the molecular mechanisms by which cells sense and react to mechanical loading or relaxation should help refine our current understanding of cell physiology and pathology.

On Earth, life is exposed to persistent gravitational force. As a result, its role in physiology is hard to investigate and has long been underestimated. Since the advent of long-duration spaceflights in recent decades, it has become obvious that astronauts exposed to microgravity develop many health problems, the most notably affected tissues being the musculoskeletal system^4,5^. In this context, efforts have been made to characterize the mechanisms involved. Indeed, such knowledge could lead to the identification of potential therapeutic targets to prevent space-related health alterations, but also to approaches to treat a range of pathological conditions common on Earth, whether related to aging (such as osteoporosis or skin atrophy), to an altered response to mechanical stimuli or to the induction of abnormal mechanical stress (such as fibrosis, keloids, restenosis after angioplasty).

To decipher the mechanisms potentially involved in bone mass loss in astronauts at the molecular level, a large number of experiments using bone cells in culture have been carried out over the last few decades. According to a recent meta-analysis^6^, different types of bone cells (osteoblasts, osteoclasts and mesenchymal stem cells) have been studied. Most of these experiments, however, used cells of animal origin (mouse, rat and fish) and were carried out on Earth using simulated microgravity models (2D clinostats, random positioning machine, etc.) that provide continuous changes in orientation with respect to the gravity vector, thus averaging out towards zero the gravity vector felt by the cells.

Although these models have proved to be useful, they do not provide true microgravity and space environment, including radiations. Methods to generate more genuine microgravity, including sounding rockets, parabolic flights and free fall from drop tower, also have limitations due to their short duration, which prevents investigating long-term regulations. Furthermore, most of these experiments used analytical techniques such as RT-qPCR or microarray, restricting the number of studied genes or reducing the sensitivity of gene expression quantification^7^. Despite their cost and limited availability, experiments conducted in space remain unrivaled for studying the influence of microgravity on cellular phenotype. The aim of our experiment, which uses the MG-63 osteoblastic cells as an experimental model, was to understand how cells perceive and respond to the loss of gravity in a real space environment, using both morphological analyses and high-throughput RNA sequencing (RNAseq). This project was selected by NASA/ESA following a call for research proposals and approved for a scientific mission conducted in the BioLab incubator on the International Space Station (ISS).

## Results

### Experimental design

Cell biology experiments to be carried out in microgravity (µg) in the ISS are facing several constraints. The first one is related to the delay between the preparation of the cell cultures in the laboratory, the integration of the culture devices in the rocket, the travel to the ISS and the storage until the availability of crew members to start the experiment. In addition, launches are often postponed (from several hours to many days), which can have a deep impact on cell phenotype and viability. Finally, during the period between cell preparation and the start of the experiment, it is impossible to prevent vibrations, period of hypergravity and temperature variations, which are potential bias influencing cell behavior and interpretation of data^8–10^.

In order to mitigate these undesirable side effects and to benefit from the most relevant controls, we decided to send cells frozen as monolayers in a cryoprotective medium, and kept at –80 °C until the start of the experiment on the ISS, avoiding the above-mentioned problems. The entire experimental framework was first extensively studied and improved on Earth by testing many different parameters concerning, notably, the composition of the cryoprotective medium and cell freezing parameters, culture conditions and timing, sample fixation and long-term storage procedures, adaptation of our experimental conditions to the specificity of the hardware, and the reliability of the post-experimental analyses. Ultimately, we identified optimal conditions in which frozen monolayers can be stored at –80 °C for up to 6 months without significant alteration of cell viability and without compromising post-experimental analysis. Immediately after thawing by the crew, all the cultures were maintained at 37 °C for 38 h in a centrifuge running at 1 g to allow cells to recover from the thawing stress at the Earth gravity level and to be similarly pre-conditioned before starting the active phase of the experiment comparing cells at 1 g and µg.

During the first run, the centrifuge containing the cultures to be exposed to microgravity was stopped after the 38 h recovery period, while, during the second run, the centrifuge containing the control samples kept running at 1 g after the recovery period. At the end of the runs, cells were fixed with PFA or RNAlater and stored at appropriate temperatures until downloading and shipment to the laboratory. A scheme of the entire process is provided (Fig. 1), and additional details are given in the Methods section.

**Fig. 1:**
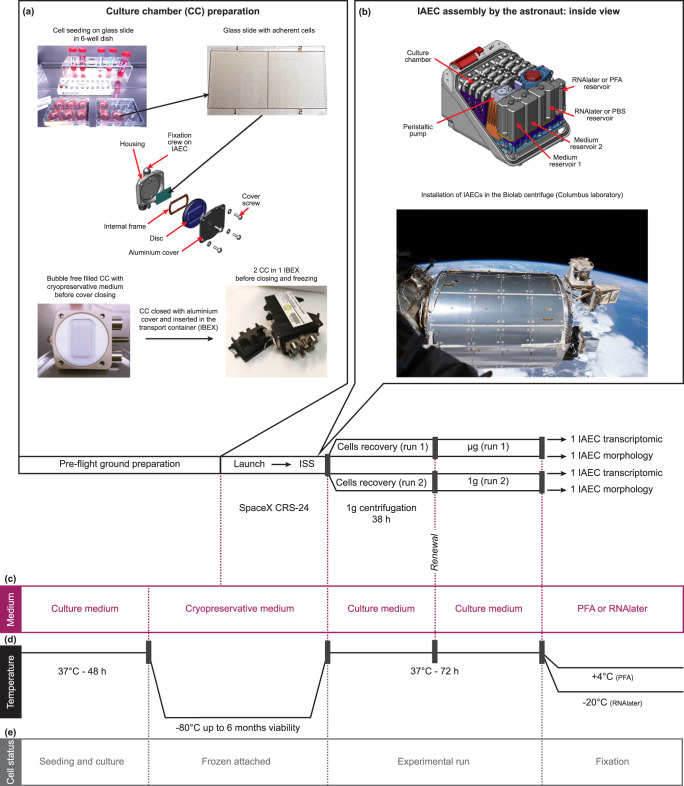
Mission profile of SpaceX CRS-24 and experimental concept. **a** MG-63 cells were seeded on glass slides and cultured for 40 h, before being integrated in culture chambers (CC). The culture medium was then replaced by cryopreservative medium, and CC were inserted in protective transport containers (IBEX), progressively frozen and stored at –80 °C until start of the experiment onboard. The experiment consisted in two sequential runs, the first one containing the µg samples and the second one the 1 g flight controls. The CC were removed from the –80 °C freezer 90 min before starting the run in order to allow progressive thawing. **b** They were then installed in the Integrated Advanced Experimental Container (IAEC) together with the medium and fixative reservoirs. The IAECs were integrated into a BioLab centrifuge and the cryopreservative medium was immediately replaced by culture medium. The entire procedure is described in the Methods section. The BioLab incubator was warmed to 37 °C and the centrifugation at 1 g was initiated for 38 h to allow cell recovery. At the end of the 1 g recovery phase, the medium was renewed and the centrifuge containing the cultures to be exposed to microgravity was stopped (run 1) and cultured for a further 34 h. For run 2, the centrifuge kept running at 1 g for 72 h. The runs were terminated by fixation either with RNAlater (for transcriptomic analyses) or with PFA followed by PBS washing (for morphological evaluations). The status regarding **c** culture medium or fixative, **d** temperature variations and **e** cells are illustrated. Image credit: “Columbus over Earth”, ESA–L. Parmitano at https://www.esa.int/ESA_Multimedia/Images/2020/01/Columbus_over_Earth (CC BY-SA 3.0 IGO).

### Transcriptomic analysis

Transcriptomic analyses were performed by RNAseq on cells cultured in µg and at 1 g in the ISS (an informative transcriptomic comparison between the 1 g on board and a ground experiment is provided in Supplementary Note 1 and Supplementary Data 1). 

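MG-63 is a human osteosarcoma line with osteoblast-like features. After thawing on the ISS, the cultures recovered for 38 h at 1 g in the centrifuge and then spent 34 h either in µg or at 1 g. RNA from 3 culture samples per gravity level was sequenced from stranded libraries. All µg samples came from the first run and all 1 g samples from the second, so gravity and run cannot be told apart in these libraries. Each gravity level had a single run. The SDs, standard errors and p-values therefore rest on the spread among samples within a run, not among repeated exposures. The authors mapped the reads to GRCh38, quantified them per gene with salmon and divided each library by its DESeq2 size factor. Each library's values are whole multiples of its smallest nonzero value, for 100% of the values within a tolerance of 1e-06, and the whole read counts recovered in this way were analysed. The 1 g libraries held 20916102 to 27213712 reads assigned to genes (median 21731928) and the µg libraries 25073832 to 27272761 (median 25314563). Of 60666 genes, 29904 had a read in at least 1 library and 16932 passed edgeR's expression filter and were tested. The groups were compared with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment over the genes tested. A gene is called higher or lower in µg at an adjusted p under 0.01, the false discovery rate of the paper's Methods, and normalized counts are the authors' size-factor-normalized values, given as means ± SD of the 3 samples. The first principal component held 62.5% of the variance and parted the µg from the 1 g libraries, and 1 g replicate 1 lay apart from the other 1 g libraries on the second component (13.2%). Fits without 1 g replicate 1 take the 1 g spread from replicates 2 and 3, the libraries that lie closest together. Lists of genes written before the data were examined, but after the paper had been read, were tested with camera at a preset correlation of 0.01 and with an estimated correlation. No list was past an adjusted p of 0.05 with the estimated correlation, so that setting does not tell the lists apart.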

A total of 10,092 genes were found to be expressed with a quantifiable base mean count (>10) but not significantly altered by microgravity (|log2 fold change| < 0.33). This list includes hnRNPs (a large family of RNA-binding proteins contributing to mRNA transcription, stabilization and translation), mitochondrial proteins (MT-CO1, MT-CO2, MRPLs), and glycolytic enzymes (ENO1, GAPDH). 

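Of 16388 genes with a mean normalized count above 10 over the 6 libraries, 7605 (46.4%) had a log2 fold change within 0.33 of 0. Leaving out 1 library gave 7191 to 7718 such genes. PTK2, which encodes the focal adhesion kinase, is 1 of them, at 7483 ± 490.2 normalized counts at 1 g and 8561 ± 320.1 in µg (SD, n = 3 each), a log2 fold change of 0.21 (standard error 0.08, adjusted p = 0.0807, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In contrast, 2169 of the genes tested were higher in µg and 1920 were lower, 24.1% of the 16932. Scaling by library totals alone shifted the median log2 fold change of all genes by -0.19. It gave 1279 higher and 3291 lower genes, so the higher share of the calls was 28.0% in place of 53.0%. None of the calls made with TMM went the other way under any scaling tried.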

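HnRNPs bind nascent transcripts, mitochondrial ribosomal proteins build the ribosome that translates mitochondrial mRNAs, and glycolytic enzymes break down glucose. Of 25 hnRNP genes, 17 had a log2 fold change within 0.33 of 0, as did 36 of 49 MRPL genes and 10 of 17 genes of glycolysis. Among hnRNPs, HNRNPAB fell (log2 fold change -0.64, standard error 0.10, adjusted p = 7.15e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), HNRNPL, HNRNPUL1 and HNRNPA2B1 were also lower, and HNRNPLL and HNRNPDL were higher. Adjusted over the list alone, the same counts held, 2 higher and 4 lower. With library totals none was higher and 8 were lower, and without 1 g replicate 1 the counts were 3 and 6. Without 1 g replicate 2 or 3 they were 1 and 1, without µg replicate 6 they were 1 and 2, and without µg replicate 4 or 5 only 1 was higher. HNRNPL lost its call without 1 g replicate 2 or 3 or µg replicate 6 (adjusted p between 0.0135 and 0.0169) and HNRNPUL1 without 1 g replicate 2 or 3 (adjusted p between 0.0197 and 0.0255), by edgeR. In the MRPL family 4 were higher, 3 were lower and 42 did not pass, or 2 higher and 1 lower when adjusted over the list alone. The 4 were MRPL55, MRPL2, MRPL32 and MRPL49, and the 3 were MRPL28, MRPL30 and MRPL42, with MRPL42 the furthest down (log2 fold change -0.66, adjusted p = 1.60e-04, edgeR). With library totals 1 was higher and 8 were lower, with upper-quartile factors 2 and 4, and without 1 g replicate 1 the counts were 3 and 5. The higher count was 0 without µg replicate 6, 1 without 1 g replicate 3 and 2 without 1 g replicate 2 or µg replicate 4, with 1 lower gene in each case. The family's median log2 fold change was -0.01 while its mean was 0.01 and the direction from camera was higher (adjusted p = 0.949), or lower with library totals, upper-quartile factors, a mean count of at least 50 or the Wald test of DESeq2, and without 1 g replicate 1 (adjusted p = 0.381) or without µg replicate 6 (adjusted p = 0.917). ENO1 (log2 fold change -0.20, standard error 0.14, adjusted p = 0.281) and GAPDH (log2 fold change -0.13, standard error 0.16, adjusted p = 0.553) did not pass edgeR's test. Among glycolytic genes, only HK2 was higher (log2 fold change 1.39, adjusted p = 8.09e-06, edgeR), and only PFKL was lower, the same when adjusted over the list alone. By edgeR the call for PFKL was lost without 1 g replicate 2 or 3 or µg replicate 6 (adjusted p between 0.0115 and 0.0189), and the lower count was 3 without 1 g replicate 1 and 2 without µg replicate 4 or 5, where 2 were also higher without µg replicate 5. With library totals 5 were lower, and 3 were with no expression filter or DESeq2's Wald test. The glycolysis median was -0.22 (camera, adjusted p = 0.359), and camera's direction was higher without µg replicate 5 (adjusted p = 0.954). The hnRNP median was -0.01 (camera, adjusted p = 0.749).

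The 13 mitochondrially encoded mRNAs had a median log2 fold change of 0.89 (camera, adjusted p = 0.0362, and adjusted p = 0.726 with an estimated correlation). Their mean level, on a log2 scale centred on the 1 g libraries, was -0.56, 0.37 and 0.18 at 1 g and 0.21, 0.76 and 1.45 in µg, so the samples overlapped. Without 1 g replicate 1 camera's adjusted p was 0.180 and without µg replicate 6 it was 0.0780. MT-CO1 had 217906 ± 38061 normalized counts at 1 g and 351729 ± 65209.7 in µg (log2 fold change 0.70, standard error 0.18, adjusted p = 0.0117, edgeR), and its call was gained without µg replicate 4 (adjusted p = 0.00556). MT-CO2 had 30574 ± 11988 at 1 g and 53018 ± 23050.0 in µg (log2 fold change 0.81, standard error 0.44, adjusted p = 0.212, edgeR). By edgeR's unblocked test on all libraries, the only member past the threshold was MT-ND6, which was lower and did not pass when adjusted over the list alone (log2 fold change -0.66, adjusted p = 0.00741, edgeR). That call was lost without 1 g replicate 2 or 3 or µg replicate 4 or 6 (adjusted p between 0.0256 and 0.0371), by the same test, and 2 members were higher without µg replicate 4, 3 with DESeq2's Wald test and 6 with culture number as a block (edgeR).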

Panther database and GO enrichment analyses^11,12^ were performed using this set of unaltered genes. These analyses led to the identification of 298 biological processes and functions (*p* value < 0.05) (Supplementary Data 2) related to “Gene transcription and translation”, “Spliceosome”, “rRNA processing”, “RNA methylation”, “Regulation of signal transduction”, amongst others. These data clearly show that the overall cell functioning was not excessively affected in our experimental conditions, allowing searching for specific regulations elicited by microgravity.

Using a more stringent cut-off (|log2 fold change| > 1, base mean counts >100, adjusted *p* value < 0.001), 998 genes were identified as significantly differentially expressed in µg conditions (508 downregulated and 490 upregulated) as compared to 1 g (Supplementary Data 3). 

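At the thresholds of |log2 fold change| above 1, mean normalized count above 100 and adjusted p under 0.001, 337 genes were higher in µg and 446 lower, 783 in all (edgeR). RAD54L, a motor protein of homologous recombination, fell from 598 ± 106 normalized counts at 1 g to 129 ± 20.6 in µg (SD, n = 3 each, log2 fold change -2.21, standard error 0.16, adjusted p = 1.94e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). HELLS, a chromatin remodeler of replicating cells, fell from 1852 ± 335 to 416 ± 20.9 (log2 fold change -2.14, standard error 0.13, adjusted p = 9.34e-06, edgeR). FAM111B, a protease of replicating cells, fell from 1165 ± 148 to 261 ± 30.5 (log2 fold change -2.15, standard error 0.12, adjusted p = 8.95e-06, edgeR). NEURL1B, PTPRQ, E2F2, TP73, ARHGAP33, CLSPN and the non-coding AC079753.1, LINC00595 and LINC00702 were the others of the 12 largest falls, with log2 fold changes from -2.43 to -2.02. The 12 largest rises included IL6, CSF3, CXCL1, CXCL2, IL33, PTGS2, BMP2 and CEMIP. Without 1 g replicate 3 the thresholds were passed by 193 higher and 256 lower genes, and without µg replicate 6 by 130 and 166. Of all genes tested, 8735 (51.6%) had every µg library above or below every 1 g library, where chance gives 10%. The 7SK and 7SL RNAs, small transcripts that move with RNA quality and library preparation, took 1.22 to 1.45% of the reads at 1 g and 1.89 to 2.19% in µg. Mitochondrial transcripts took 1.32 to 2.03% at 1 g and 1.91 to 3.31% in µg.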

Twenty-four regulatory pathways were found to be highly significantly modified in microgravity (Benjamini–Hochberg (B–H) *p* value < 0.001), while 16 additional pathways had a B–H *p* value < 0.01 (Supplementary Data 4). Data corresponding to pathways with significant –log(B–H *p* values) and for which an associated *z*-score was calculated (Fig. 2) were further clustered into three more general cellular pathways.

**Fig. 2:**
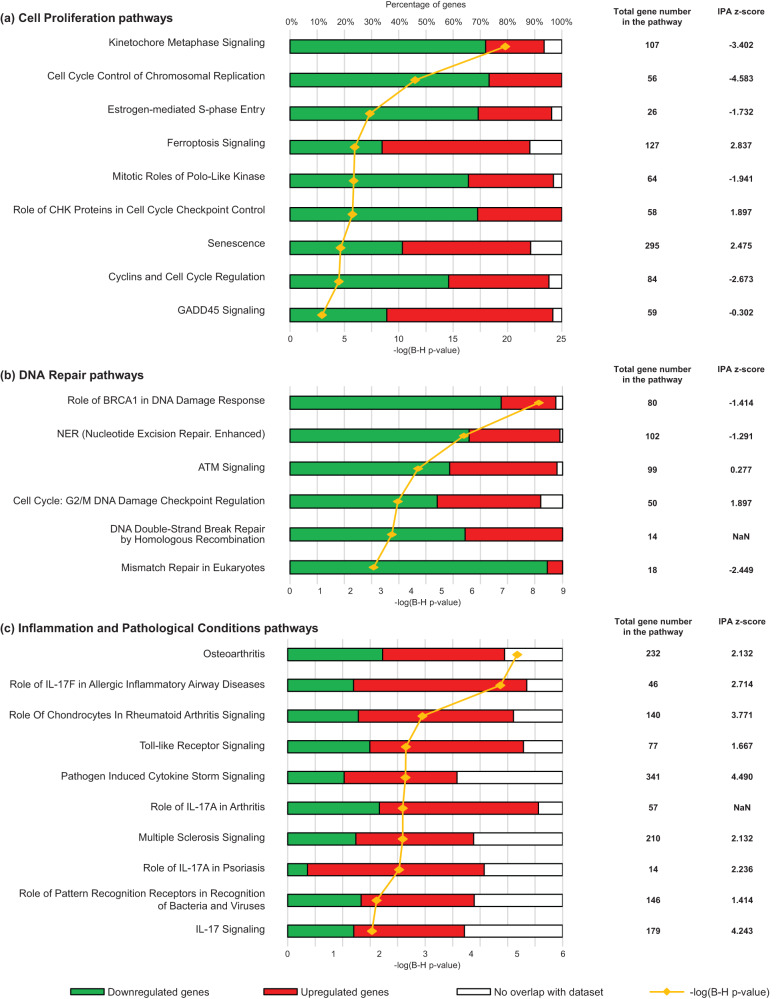
Main cell functions and pathways with the highest correlation to genes that are differentially expressed in µg as compared to 1 g flight control. Canonical pathways identified by IPA were grouped regarding their cell function: **a** cell proliferation, **b** DNA repair and **c** Inflammation and pathological conditions. The different individual pathways were classified according to their –log(B–H *p* value), a corrected *p* value based on the Benjamini–Hochberg method, which is a powerful tool to decrease the false discovery rate (yellow line and symbols). For each individual pathway, the percentage of genes that are downregulated, upregulated and not significantly regulated in regard to our analysis cut-offs are illustrated by color code (green, red or white, respectively). The total gene number in the pathway and the *z*-score calculated by IPA are also indicated, with positive and negative *z*-score values indicative of stimulation or inhibition, respectively. Also see Supplementary Data 4–7 describing the entire canonical pathways analysis.

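The list of 25 proliferation markers and mitotic regulators holds genes of nucleotide supply, mitotic kinases and spindle motors. All 25 were lower in µg, over all genes tested and adjusted over the list alone, with log2 fold changes from -1.72 to -0.95 and a median of -1.41 (camera, adjusted p = 6.01e-15, and adjusted p = 0.296 with an estimated correlation). TK1, which encodes the thymidine kinase made in S phase, fell from 1837 ± 273 normalized counts at 1 g to 555 ± 94.0 in µg (SD, n = 3 each, log2 fold change -1.72, standard error 0.14, adjusted p = 3.11e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). FOXM1, a transcription factor of G2 and mitosis, fell from 3854 ± 746 to 1194 ± 273 (log2 fold change -1.68, standard error 0.19, adjusted p = 4.88e-04, edgeR). CIT, the citron kinase of cytokinesis, fell from 4194 ± 676 to 1379 ± 110.1 (log2 fold change -1.59, standard error 0.12, adjusted p = 2.06e-05, edgeR). All 25 calls held in every planned setting and with each library left out. The plot of cell-cycle and repair genes shows the members of 10 lists, and the falls are spread over replication, kinetochore and recombination genes.

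**Figure D1:**
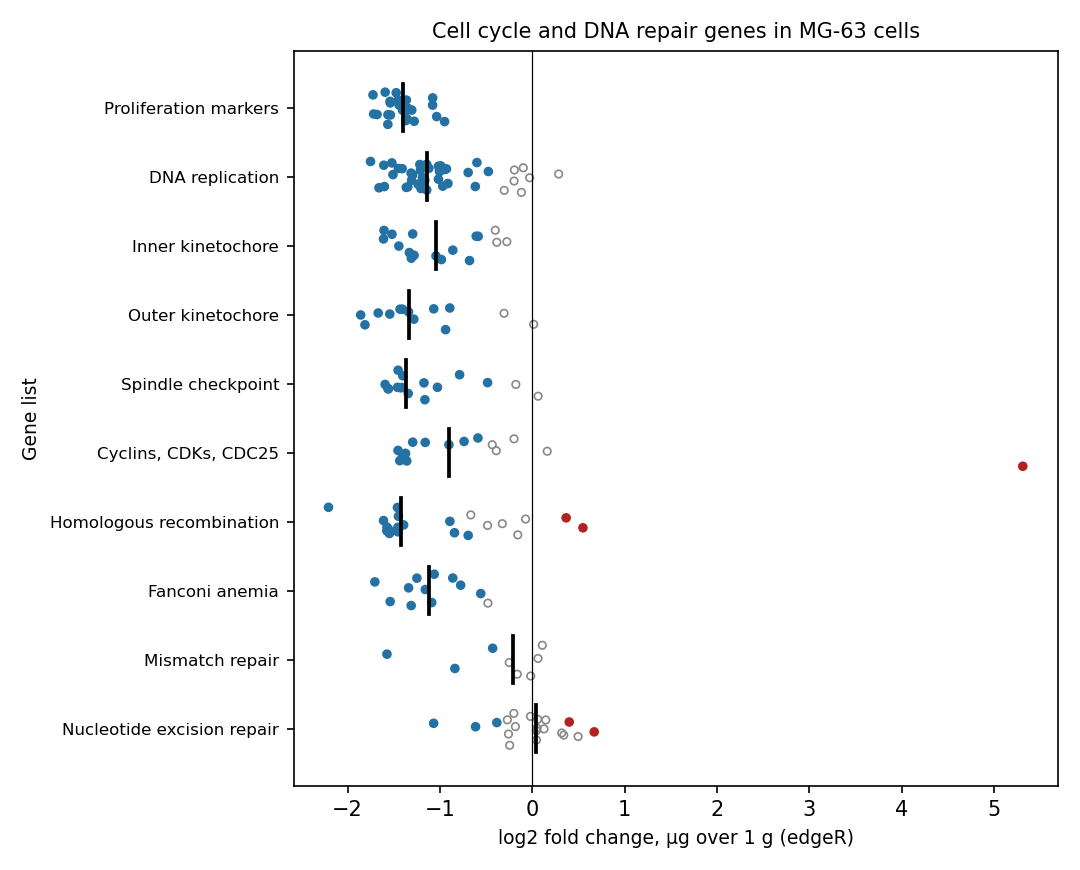
Log2 fold change (µg over 1 g) of each tested member of 10 lists of cell-cycle and DNA repair genes, red where higher and blue where lower at an adjusted p under 0.01, open grey where not past it, with a black bar at each list's median. The medians run from -1.42 for homologous recombination to 0.05 for nucleotide excision repair, where library totals and upper-quartile factors put it below 0.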

The “cell proliferation” pathway (Fig. 2a) contains a majority of downregulated genes (Supplementary Data 5), suggesting an inhibition of cell proliferation in microgravity. In line with this, “Ferroptosis” (a particular cell death pathway dependent on iron) and “GADD45 signaling” (notably leading to growth arrest) pathways are both upregulated.

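GADD45 proteins halt the cell cycle after stress, and a further list holds stress-induced genes of growth arrest, repair and survival. Of the GADD45 genes, GADD45A and GADD45B passed the expression filter. GADD45B rose from 416 ± 63.8 normalized counts at 1 g to 1209 ± 238 in µg (SD, n = 3 each, log2 fold change 1.55, standard error 0.16, adjusted p = 1.05e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while GADD45A did not pass the same test (log2 fold change 0.99, adjusted p = 0.0333). Of the 22 genes of that list, 9 were higher and 2, DDB2 and POLH, were lower, or 10 and 3 when adjusted over the list alone, and with library totals 6 were higher and 4 lower. SESN2, a stress-induced sestrin, rose from 385 ± 34.8 to 1225 ± 272 (log2 fold change 1.68, standard error 0.15, adjusted p = 4.44e-05, edgeR), and CDKN1A was also higher. The median of the list was 0.26 (camera, adjusted p = 0.0862, and adjusted p = 0.391 with an estimated correlation), and without µg replicate 4 camera's adjusted p was 0.0399. The higher count was 4 without 1 g replicate 2 and 3 without 1 g replicate 3 or µg replicate 6.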

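Cells repair bulky lesions by nucleotide excision, broken strands by homologous recombination and mispaired bases by mismatch repair. Of 22 homologous recombination genes, 15 were lower in µg and 2, RAD50 and NBN, were higher, or 17 and 2 when adjusted over the list alone, with a median log2 fold change of -1.42 (camera, adjusted p = 2.30e-07, and adjusted p = 0.296 with an estimated correlation). Only 1 of the 2 stayed higher without 1 g replicate 2 or 3 or µg replicate 4 or 6. Of 20 core factors of nucleotide excision repair, 3 were lower (DDB2, ERCC2 and ERCC4), 2 were higher (ERCC5 and UVSSA) and 15 did not pass, or 4 higher and 3 lower when adjusted over the list alone. DDB2, which recognizes damaged bases, fell from 602 ± 53.2 normalized counts at 1 g to 285 ± 25.9 in µg (SD, n = 3 each, log2 fold change -1.07, standard error 0.11, adjusted p = 8.88e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The excision repair list had a median of 0.05 and a mean of -0.03, with camera's direction lower (adjusted p = 0.949, camera). The median was -0.14 with library totals and just below 0 with upper-quartile factors or without µg replicate 5, and the direction was higher without 1 g replicate 2 (adjusted p = 0.903) or µg replicate 5 (adjusted p = 0.997). Some calls were lost on leaving out any of several libraries in turn, by edgeR. ERCC2 was lost without 1 g replicate 2 or 3 or µg replicate 6 (adjusted p between 0.0122 and 0.0172, edgeR). UVSSA was lost without 1 g replicate 3 or µg replicate 6 (adjusted p between 0.0159 and 0.0176, edgeR). ERCC5 was lost without 1 g replicate 1, 2 or 3 or µg replicate 4 or 6 (adjusted p between 0.0185 and 0.0519, edgeR). With library totals 4 excision repair genes were lower and none was higher, and DESeq2's Wald test gave 4 higher. Without 1 g replicate 3 or µg replicate 6 no excision repair gene was higher and 1 was lower, and without 1 g replicate 2 the counts were 1 and 1. Of 8 mismatch repair genes, 3 were lower, EXO1 and MSH6 among them, and 5 did not pass, the same when adjusted over the list alone. EXO1 had a log2 fold change of -1.57 (adjusted p = 1.46e-04, edgeR). MSH6 was at -0.43 (adjusted p = 0.00118, edgeR), a call lost without 1 g replicate 3 (adjusted p = 0.0114). The mismatch list's median was -0.21 (camera, adjusted p = 0.0603, and adjusted p = 0.351 with an estimated correlation), and its camera adjusted p was 0.0462 without 1 g replicate 3 and 0.0278 without µg replicate 5.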

“DNA repair” (“Nucleotide excision repair”, “Homologous recombination” and “Mismatch repair”) forms a second category of pathways composed of a majority of downregulated genes (Fig. 2b and Supplementary Data 6). Alterations in these pathways are possibly involved in the cell cycle arrest and the reduced cell proliferation, notably through the activation (*z*-score = 1.9) of the “G2/M DNA Damage Checkpoint Regulation” pathway.

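NF-kB drives inflammatory genes and its own inhibitors. Of 19 NF-kB targets, 11 were higher in µg and none was lower, or 13 when adjusted over the list alone, with a median log2 fold change of 0.97 (camera, adjusted p = 2.41e-06, and adjusted p = 0.296 with an estimated correlation). TNFAIP3, which restrains NF-kB, rose from 700.3 ± 92.4 normalized counts at 1 g to 2788 ± 485 in µg (SD, n = 3 each, log2 fold change 2.00, standard error 0.14, adjusted p = 2.31e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). NFKBIA, the inhibitor IκBα, rose from 1761 ± 218 to 6976 ± 1669 (log2 fold change 1.99, standard error 0.18, adjusted p = 9.50e-05, edgeR), and IER3 from 2527 ± 222 to 20728 ± 4952 (log2 fold change 3.04, standard error 0.17, adjusted p = 1.04e-05, edgeR). Of 18 genes of the unfolded protein response, which adjusts protein folding in the endoplasmic reticulum, 10 were higher and none was lower, or 11 when adjusted over the list alone (camera, adjusted p = 2.09e-05, and adjusted p = 0.296 with an estimated correlation, median 0.48). DNAJB9 rose from 220.1 ± 38.2 to 1171 ± 271 (log2 fold change 2.41, standard error 0.19, adjusted p = 4.19e-05, edgeR) and HERPUD1 from 3412 ± 132 to 13345 ± 2473 (log2 fold change 1.98, standard error 0.13, adjusted p = 1.08e-05, edgeR). Heat shock genes divided, with HSPA1A and HSPA1B higher, HSP90AA1 lower and 12 of 15 not past the test, the same when adjusted over the list alone. Their median was -0.07 and their mean 0.11, with camera's direction higher (adjusted p = 0.949). That direction was lower with library totals, upper-quartile factors or the abundant genes left out, and without 1 g replicate 1 (adjusted p = 0.516, camera) or µg replicate 6 (adjusted p = 0.845, camera). HSPA1A and HSPA1B share much of their sequence, so reads may be assigned to either.

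**Figure D2:**
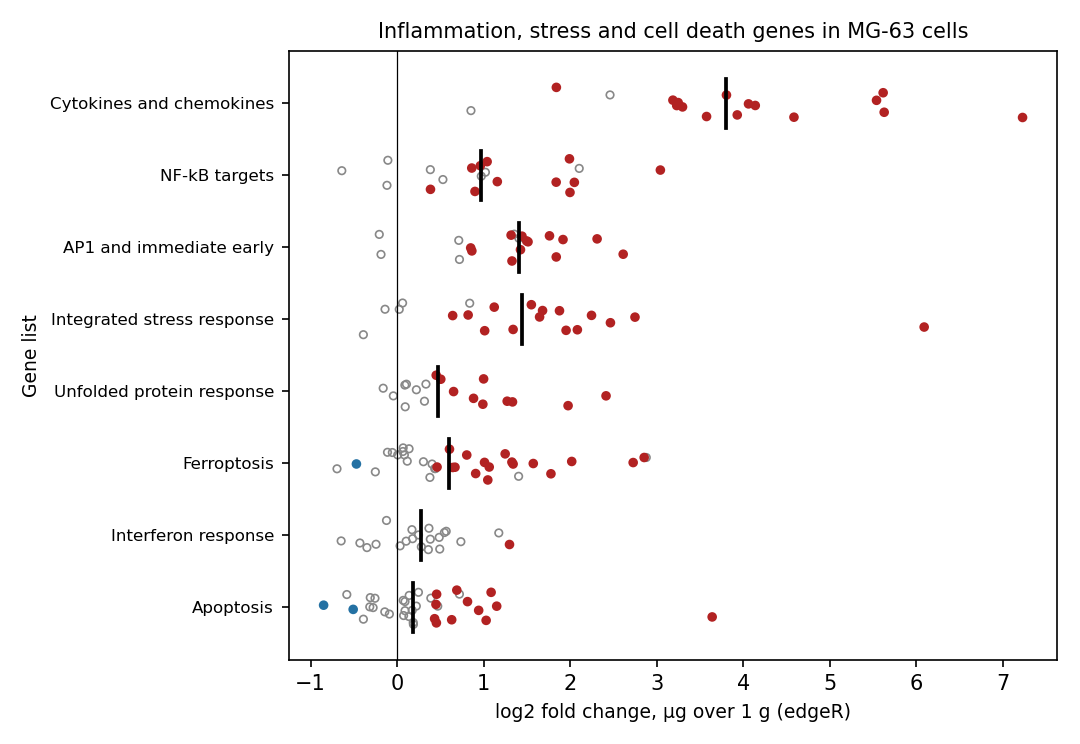
Log2 fold change (µg over 1 g) of each tested member of 8 lists of inflammation, stress and cell death genes, red where higher and blue where lower at an adjusted p under 0.01, open grey where not past it, with a black bar at each list's median. The medians run from 0.19 for apoptosis, just below 0 with library totals, to 3.81 for secreted cytokines and chemokines.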

The third large category of cellular functions altered in microgravity contains pathways with a high proportion of upregulated genes (Supplementary Data 7) which are mostly related to inflammation, cell stress and pathological conditions (Fig. 2c).

Considering these three categories together, it is clear that the cell phenotype is affected by microgravity. However, it is worth noting that, except for ferroptosis, other pathways related to cell death, such as apoptosis or necrosis, are not altered, showing that microgravity elicits specific regulation or adaptation, and not a more general dysregulation of cell phenotype.

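Apoptosis is executed by caspases once pro-apoptotic BCL2 relatives outweigh protective ones, and necroptosis by MLKL. Of 36 genes of this machinery, 12 were higher in µg, 2 (APAF1 and CASP2) were lower and 22 did not pass, the same when adjusted over the list alone. The higher genes were of both kinds. BCL2A1, a protective family member, rose from 4.56 ± 1.59 normalized counts at 1 g to 58.0 ± 2.20 in µg (SD, n = 3 each, log2 fold change 3.64, standard error 0.35, adjusted p = 6.27e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The pro-apoptotic BBC3 (log2 fold change 1.15, adjusted p = 0.00292, edgeR), BCL2L11 (log2 fold change 1.09, adjusted p = 0.00537, edgeR) and PMAIP1 (log2 fold change 1.03, adjusted p = 0.00443, edgeR) were higher too. By the same test BBC3 was lost without 1 g replicate 2 or 3 or µg replicate 6 (adjusted p between 0.0121 and 0.0128), BCL2L11 without 1 g replicate 2 or 3 or µg replicate 5 or 6 (adjusted p between 0.0129 and 0.0269) and PMAIP1 without 1 g replicate 1, 2 or 3 or µg replicate 6 (adjusted p between 0.0119 and 0.0236). Of the whole list, 17 of the 36 genes had a log2 fold change within 0.33 of 0. At |log2 fold change| above 1, mean normalized count above 100 and adjusted p under 0.001, 0 of the 36 passed (edgeR). The list's median was 0.19, or -0.0017 with library totals (camera, adjusted p = 0.0475, and adjusted p = 0.296 with an estimated correlation). Camera's adjusted p was 0.0582 without 1 g replicate 1, 0.0590 without 1 g replicate 2 and 0.0825 without µg replicate 4. With library totals 6 were higher and 4 lower. The number of higher genes was 6 without 1 g replicate 2, 5 without 1 g replicate 3 and 4 without µg replicate 6, with 1 lower gene in each.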

In addition to these general considerations on transcriptomic data, a brief description of the above-mentioned pathways is given in more detail below to provide an overview of the potential impact of microgravity on cell phenotype.

### Cell proliferation pathways

The kinetochore metaphase signaling is the most significantly altered pathway in microgravity. Kinetochores allow physical interactions between chromosomal centromere and microtubules during mitosis. They ensure the fidelity of chromosome segregation during mitosis and recent data indicate that their dynamics is regulated by physical tensions and stress, with impacts on mitosis^13^. In this pathway, the vast majority of genes affected by microgravity are repressed by a factor around 2–3, including the CEPN proteins of the inner plate and many of the proteins forming the outer plate (SKA1, SKA2, SKA3, NDC80, NUF2, SPC24, SPC25, KNL1, ZWINT, NSL1), likely leading to alteration of chromosome segregation during mitosis (Supplementary Data 5).

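The kinetochore couples each chromosome to spindle microtubules, with an inner plate on the centromere and an outer plate that binds the microtubules. Of 17 inner kinetochore genes, 14 were lower in µg and none was higher, or 16 when adjusted over the list alone, with a median log2 fold change of -1.04 (camera, adjusted p = 3.70e-08, and adjusted p = 0.296 with an estimated correlation). CENPA, the centromeric histone, fell from 556 ± 129.9 normalized counts at 1 g to 202 ± 6.42 in µg (SD, n = 3 each, log2 fold change -1.44, standard error 0.16, adjusted p = 1.41e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CENPM fell from 256 ± 19.4 to 83.3 ± 15.2 (log2 fold change -1.61, standard error 0.17, adjusted p = 8.97e-05, edgeR). CENPI, CENPP, CENPO, CENPK, CENPH, CENPU and CENPW had log2 fold changes between -1.61 and -1.04. The call for CENPW was lost without 1 g replicate 2 or 3 (adjusted p between 0.0117 and 0.0160), by edgeR. Of 13 outer kinetochore genes, 11 were lower and none was higher, the same when adjusted over the list alone, with a median of -1.34 (camera, adjusted p = 2.27e-07, and adjusted p = 0.296 with an estimated correlation). The 10 outer plate genes the paper names were all lower, by 1.92-fold (SKA2) to 3.62-fold (SPC24), and 9 of them by at least 2-fold. Because the paper chose these 10 from the same samples, their calls are not independent evidence. SPC24, a subunit of the NDC80 complex, fell from 1433 ± 152 to 392 ± 40.4 (log2 fold change -1.86, standard error 0.11, adjusted p = 8.95e-06, edgeR), and ZWINT from 919 ± 178 to 260.0 ± 70.2 (log2 fold change -1.81, standard error 0.22, adjusted p = 5.50e-04, edgeR). Of 16 genes of the spindle checkpoint and the chromosomal passenger complex, 14 were lower and none was higher, the same when adjusted over the list alone, at a median of -1.37 (camera, adjusted p = 8.59e-08, and adjusted p = 0.331 with an estimated correlation). AURKB, the Aurora B kinase, fell from 1813 ± 329 to 596 ± 56.8 (log2 fold change -1.59, standard error 0.13, adjusted p = 3.24e-05, edgeR) and BUB1 from 3049 ± 569 to 1099.8 ± 62.3 (log2 fold change -1.46, standard error 0.13, adjusted p = 4.03e-05, edgeR).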

The expression of genes implicated in the cell cycle control of chromosomal replication during S-phase is significantly impacted by microgravity across all the steps required to assemble the replicative complex before the elongation of newly synthesized DNA. Origin recognition complexes *ORC1* and *ORC6*, genes of the mini-chromosome maintenance complex (*MCM2* to *MCM 10*) and checkpoint regulators (*CDC6*, *CDC45*, *CDC7*) and replication genes (*POLA1*, *POLA2*, *POLE*, *PRIM1*, *TOP2A*) are downregulated with a minimum of 2-fold change (Supplementary Data 5).

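Origins of replication are licensed by ORC, CDC6 and the MCM helicase, which CDC7 and CDC45 then activate. Of 44 genes of origin licensing and the replisome, 37 were lower in µg and none was higher, the same when adjusted over the list alone, with a median log2 fold change of -1.14 (camera, adjusted p = 4.32e-15, and adjusted p = 0.296 with an estimated correlation). The 19 genes the paper names were chosen from the same samples, so their calls are not independent evidence. Of these, 18 were lower and 17 of the 18 by at least 2-fold (edgeR). MCM10, which recruits the helicase, fell from 921 ± 198 normalized counts at 1 g to 271 ± 49.7 in µg (SD, n = 3 each, log2 fold change -1.75, standard error 0.18, adjusted p = 1.25e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MCM2, a helicase subunit, fell from 4207 ± 448 to 1702 ± 80.7 (log2 fold change -1.30, standard error 0.09, adjusted p = 1.50e-05, edgeR). MCM7 had a log2 fold change of -0.95 (adjusted p = 1.02e-04, edgeR), and MCM9 of -0.41 (adjusted p = 0.0282, edgeR), which passed with library totals at -0.60 (adjusted p = 0.00569). ORC1 fell from 592 ± 116 to 253 ± 11.3 (log2 fold change -1.21, standard error 0.14, adjusted p = 1.77e-04, edgeR), CDC45 from 597 ± 62.8 to 233 ± 38.2 (log2 fold change -1.35, standard error 0.14, adjusted p = 8.15e-05, edgeR) and TOP2A from 11665 ± 771 to 4533 ± 369 (log2 fold change -1.35, standard error 0.09, adjusted p = 1.31e-05, edgeR). Replication-dependent histones, made in S phase, moved the same way: of 61 genes, 47 were lower and 3 (H1-6, H4C15 and H2AC6) were higher, or 50 and 3 when adjusted over the list alone (median -1.10, camera, adjusted p = 1.85e-14, and adjusted p = 0.331 with an estimated correlation). H1-6 had no read at 1 g and 17.3 ± 9.69 normalized counts in µg (adjusted p = 0.00165, edgeR), at least 17.3-fold higher against a floor of 3 counts over the 1 g group. Many of these histone genes share sequence, which leaves the assignment of reads among them uncertain. From the repression of genes across these cell-cycle pathways, the paper proposes that proliferation is inhibited in microgravity.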

Among the 127 genes involved in ferroptosis signaling, the IPA software identified 112 genes as being differently expressed in microgravity, predicting an activation (*z*-score = 2.8) of this pathway (Fig. 2a). A list of the 23 most significantly differentially expressed genes (|log2 fold change| > 1, base mean counts >100, adjusted *p* value < 0.001) is provided in Table 1. 

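Table 1 of the paper names 23 genes of the ferroptosis pathway that the study selected from these samples, so their calls are not independent evidence. Of the 23, 15 were higher in µg, 6 were lower and 2 did not pass, and 20 met the table's 3 thresholds (edgeR). EIF2AK3, the stress kinase PERK, rose from 549.6 ± 20.3 normalized counts at 1 g to 1320.3 ± 134 in µg (SD, n = 3 each, log2 fold change 1.27, standard error 0.10, adjusted p = 2.06e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). GCLC, which makes the first step of glutathione synthesis, rose from 347 ± 19.6 to 722 ± 102 (log2 fold change 1.06, standard error 0.12, adjusted p = 1.16e-04, edgeR). SQSTM1, an autophagy receptor, rose from 24011 ± 3677 to 70073 ± 4815 (log2 fold change 1.55, standard error 0.13, adjusted p = 3.31e-05, edgeR). ARF4 (log2 fold change 1.23, adjusted p = 1.23e-04, edgeR) and PRKAA2 (log2 fold change 1.14, adjusted p = 2.62e-05, edgeR) were also higher. The lower genes were the histone genes H2BC17, H2AC21, H2BC10 and H2AZ2, with RBL1 and FANCD2. Their log2 fold changes lay between -1.62 and -1.01. ANGPTL4 did not pass (log2 fold change 2.21, standard error 0.43, adjusted p = 0.0114, edgeR). Its µg libraries held 52153, 16499 and 38106 normalized counts against 7796 ± 318 at 1 g, and without µg replicate 5 it passed (log2 fold change 2.53, adjusted p = 1.66e-05). SLC39A8 did not pass either, but passed without 1 g replicate 1 (adjusted p = 3.74e-05, edgeR), with culture number as a block (0.00255, edgeR), with DESeq2's Wald test (1.37e-05) and with limma-voom (0.00537). Of 35 genes of a ferroptosis list that follows the KEGG map, 17 were higher and 1, GSS, was lower, or 18 and 1 when adjusted over the list alone, with a median of 0.60 (camera, adjusted p = 8.44e-06, and adjusted p = 0.296 with an estimated correlation). The higher count was 9 with library totals, and without 1 g replicate 2, 1 g replicate 3 or µg replicate 6 it was 9 with no gene lower.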

Altogether, these genes encompassed most of the aspects related to iron biology, such as iron storage (the ferritin chains, *FTH1* and *FTL*), transmembrane transporters (*SLC39A8*, *SLC39A14*, *SLC11A2*, *SLC7A11* and *SLC3A2*), oxidation of Fe^2+^ to Fe^3+^ (ceruloplasmin), transcription factors (*NFE2L2*, *BACH1*, *STAT3*, *ATF4*, *TP53*) and genes implicated in lipid peroxidation (*SAT1*, *ACSL4*, *ABCA1*). Such an extended impact on a specific pathway identifies ferroptosis as a potential key node for understanding the deleterious effects of microgravity.

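Ferritin, built from FTH1 and FTL chains, stores iron, and the release of stored iron feeds lipid peroxidation. FTH1 (ENSG00000167996) lies on chromosome 11 from 61959718 to 61967634 on the minus strand (GRCh38) and rose from 15052 ± 4337 normalized counts at 1 g to 99295 ± 10935 in µg (SD, n = 3 each, log2 fold change 2.73, standard error 0.21, adjusted p = 3.19e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). FTL rose from 10879 ± 496 to 32205 ± 5257 (log2 fold change 1.57, standard error 0.12, adjusted p = 2.49e-05, edgeR). Both chains have processed pseudogenes that can take some of their reads. SAT1, a polyamine acetyltransferase, rose from 875 ± 215 to 6314 ± 931 (log2 fold change 2.86, standard error 0.20, adjusted p = 4.20e-05, edgeR), and ABCA1, a lipid exporter, from 425 ± 135 to 3223 ± 415 (log2 fold change 2.92, standard error 0.25, adjusted p = 2.44e-04, edgeR). BACH1, a repressor of antioxidant genes, had a log2 fold change of 1.24 (adjusted p = 1.71e-04, edgeR). The paper chose its iron and lipid genes from these samples, so their calls are not independent evidence. SLC11A2, SLC7A11, SLC3A2, NFE2L2 and STAT3 were higher in µg, with log2 fold changes from 0.61 to 1.34. Each of these calls was lost on leaving out any of several libraries in turn. By edgeR, SLC11A2 was lost without 1 g replicate 2 or 3 or µg replicate 4, 5 or 6 (adjusted p between 0.0124 and 0.0283), SLC7A11 without 1 g replicate 1, 2 or 3 or µg replicate 6 (adjusted p between 0.0118 and 0.0259) and SLC3A2 without 1 g replicate 1, 2 or 3 or µg replicate 6 (adjusted p between 0.0273 and 0.0428). By the same test, NFE2L2 was lost without 1 g replicate 3 or µg replicate 5 or 6 (adjusted p between 0.0115 and 0.0170) and STAT3 without 1 g replicate 2 or 3 or µg replicate 4, 5 or 6 (adjusted p between 0.0273 and 0.0437). SLC39A8 (176 ± 102 at 1 g, 469 ± 60.6 in µg, log2 fold change 1.40, standard error 0.39, adjusted p = 0.0317, edgeR) passed without 1 g replicate 1 (log2 fold change 2.01, adjusted p = 3.74e-05). Ceruloplasmin (CP) went from 113 ± 103 to 848 ± 547 (log2 fold change 2.88, standard error 1.01, adjusted p = 0.0892, edgeR), with a log2 fold change of 3.95 without 1 g replicate 1 (adjusted p = 0.0755, edgeR).

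Of 19 NRF2 target genes, 8 were higher and none was lower, the same when adjusted over the list alone, with a median of 0.65 (camera, adjusted p = 4.39e-04, and adjusted p = 0.426 with an estimated correlation). AKR1C1, a detoxifying reductase, rose from 278 ± 55.8 to 2025 ± 594 normalized counts (log2 fold change 2.87, standard error 0.25, adjusted p = 1.93e-04, edgeR). Of 26 genes that guard against lipid peroxidation, 9 were higher and GSS was lower, the same when adjusted over the list alone, with a median of 0.39 (camera, adjusted p = 0.0110, and adjusted p = 0.296 with an estimated correlation). MBOAT2, a phospholipid-remodelling enzyme, was among the 9 (log2 fold change 1.10, adjusted p = 8.63e-04, edgeR). GSS was not called without 1 g replicate 2, 1 g replicate 3 or µg replicate 6.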

**Table 1:** Ferroptosis pathway genes modulated by microgravity.

Ensembl ID	Gene symbol	Gene name	Log2 fold change	Fold change	*p* value
ENSG00000165029	ABCA1	ATP binding cassette subfamily A member 1	2.805	6.989	2.33E-44
ENSG00000068366	ACSL4	Acyl-CoA synthetase long-chain family member 4	1.979	3.942	2.41E-55
ENSG00000167772	ANGPTL4	Angiopoietin like 4	1.983	3.953	6.80E-11
ENSG00000168374	ARF4	ADP ribosylation factor 4	1.185	2.274	2.96E-13
ENSG00000128272	ATF4	Activating transcription factor 4	1.079	2.113	3.29E-09
ENSG00000124762	CDKN1A	Cyclin-dependent kinase inhibitor 1A	1.149	2.218	1.66E-21
ENSG00000128965	CHAC1	ChaC glutathione specific gamma-glutamylcyclotransferase 1	1.943	3.845	7.22E-13
ENSG00000172071	EIF2AK3	Eukaryotic translation initiation factor 2 alpha kinase 3	1.220	2.329	2.27E-10
ENSG00000144554	FANCD2	FA complementation group D2	–1.326	0.399	1.89E-24
ENSG00000167996	FTH1	Ferritin heavy chain 1	2.654	6.294	1.03E-63
ENSG00000087086	FTL	Ferritin light chain	1.532	2.892	2.52E-25
ENSG00000001084	GCLC	Glutamate-cysteine ligase catalytic subunit	1.030	2.042	4.00E-10
ENSG00000184270	H2AC21	H2A clustered histone 21	–1.278	0.412	1.08E-09
ENSG00000105968	H2AZ2	H2A.Z variant histone 2	–1.012	0.496	3.60E-34
ENSG00000278588	H2BC10	H2B clustered histone 10	–1.256	0.419	1.48E-10
ENSG00000274641	H2BC17	H2B clustered histone 17	–1.592	0.332	2.90E-28
ENSG00000162409	PRKAA2	Protein kinase AMP-activated catalytic subunit alpha 2	1.104	2.149	5.47E-14
ENSG00000080839	RBL1	RB transcriptional corepressor like 1	–1.104	0.465	8.84E-15
ENSG00000130066	SAT1	Spermidinespermine N1-acetyltransferase 1	2.722	6.598	2.71E-38
ENSG00000138821	SLC39A8	Solute carrier family 39 member 8	1.304	2.469	6.24E-06
ENSG00000104635	SLC39A14	Solute carrier family 39 member 14	1.731	3.320	3.24E-32
ENSG00000151012	SLC7A11	Solute carrier family 7 member 11	1.282	2.432	1.21E-09
ENSG00000161011	SQSTM1	Sequestosome 1	1.519	2.866	9.02E-31

List of genes modulated by a |log2 fold change| > 1 (fold change >2 or <0.5). Analysis cut-off: base mean count >100, adj *p* value <0.001. Expression *p* values were calculated based on the Benjamini–Hochberg procedure.

The expression of 261 genes out of the 295 genes forming the senescence pathway was identified as modified in µg (Fig. 2a), including 37 genes characterized by highly significant statistical values (|log2 fold change| > 1, base mean counts >100, adjusted *p* value < 0.001) (Table 2). 

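Senescent cells stop dividing and secrete cytokines, proteases and their inhibitors. Table 2 of the paper names 37 senescence genes selected from these samples, so their calls are not independent evidence. Of the 37, 14 were higher in µg, 18 were lower and 5 (MMP1, MMP3, SOD2, TGFB3 and TLR2) did not pass, while 29 met the table's 3 thresholds (edgeR). ATF3, a stress-induced transcription factor, rose from 307 ± 12.5 normalized counts at 1 g to 2057 ± 626 in µg (SD, n = 3 each, log2 fold change 2.75, standard error 0.21, adjusted p = 6.41e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CEBPB, which drives cytokine genes, rose from 1808 ± 220.5 to 5637 ± 1027 (log2 fold change 1.65, standard error 0.14, adjusted p = 4.12e-05, edgeR). PDK4, which turns cells away from glucose oxidation, rose from 858 ± 141 to 14325 ± 3257 (log2 fold change 4.07, standard error 0.19, adjusted p = 9.01e-06, edgeR). EZH2, a histone methyltransferase, fell from 497 ± 14.9 to 186 ± 22.5 (log2 fold change -1.41, standard error 0.12, adjusted p = 3.16e-05, edgeR), and SMAD6 from 887 ± 110.4 to 258 ± 31.2 (log2 fold change -1.77, standard error 0.13, adjusted p = 1.66e-05, edgeR). SOD2, TLR2 and TGFB3 had log2 fold changes of 2.10, 1.51 and 2.04 (adjusted p = 0.0286, 0.0210 and 0.0414, edgeR). Without 1 g replicate 1 they passed at 2.87, 1.92 and 2.95 (adjusted p = 2.81e-06, 0.00684 and 0.00100, edgeR). Without µg replicate 4 MMP1 and MMP3 passed (adjusted p = 0.00121 and 0.00151), as did MMP1 without µg replicate 5 (adjusted p = 0.00507).

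Of 22 proteases, inhibitors and growth-factor-binding proteins of the senescence-associated secretory phenotype, 5 (AREG, STC1, SERPINE2, TIMP1 and PLAU) were higher and TIMP2 was lower, or 9 and 1 when adjusted over the list alone, with a median of 1.39 (camera, adjusted p = 3.38e-04, and adjusted p = 0.296 with an estimated correlation). STC1, a secreted hormone, rose from 5.47 ± 0.896 to 63.2 ± 17.5 normalized counts (log2 fold change 3.52, standard error 0.37, adjusted p = 9.31e-05, edgeR), SERPINE2 from 5284 ± 1166 to 34188 ± 5159 (log2 fold change 2.70, standard error 0.18, adjusted p = 1.85e-05, edgeR) and TIMP1 from 3136 ± 13.5 to 8581 ± 798 (log2 fold change 1.46, standard error 0.09, adjusted p = 9.46e-06, edgeR). AREG rose from 0.860 ± 0.937 to 106 ± 25.2 (adjusted p = 2.06e-05, edgeR), a log2 fold change of 6.78 from few counts at 1 g that was 7.68 without 1 g replicate 3. Without µg replicate 5 the list's higher count was 9, and with DESeq2's Wald test it was 12. The lower count was 2 without 1 g replicate 1 and 0 without µg replicate 6.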

Even if gene expression heterogeneity can be observed during senescence^14^, the modulation of some of them is considered as a hallmark of senescence. 

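Arrested cells express the kinase inhibitor p21, and senescent cells lose lamin B1 from the nuclear envelope. CDKN1A (ENSG00000124762), which encodes p21, lies on chromosome 6 from 36676460 to 36687337 on the plus strand (GRCh38). It rose from 1598 ± 202 normalized counts at 1 g to 3588 ± 262 in µg (SD, n = 3 each, log2 fold change 1.18, standard error 0.11, adjusted p = 5.30e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). IL1A rose from 34.5 ± 19.4 to 332 ± 18.8 (log2 fold change 3.23, standard error 0.32, adjusted p = 1.28e-04, edgeR). Its log2 fold change was 3.84 without 1 g replicate 1. E2F2 fell from 498 ± 61.5 to 113 ± 29.0 (log2 fold change -2.13, standard error 0.18, adjusted p = 3.28e-05, edgeR). In LMNB1 the highest µg library held 1428 normalized counts and the lowest 1 g library 3667. The plot of counts by library shows no overlap between the groups for IL6, PTGS2, FTH1, CDKN1A, LMNB1 or MKI67.

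**Figure D3:**
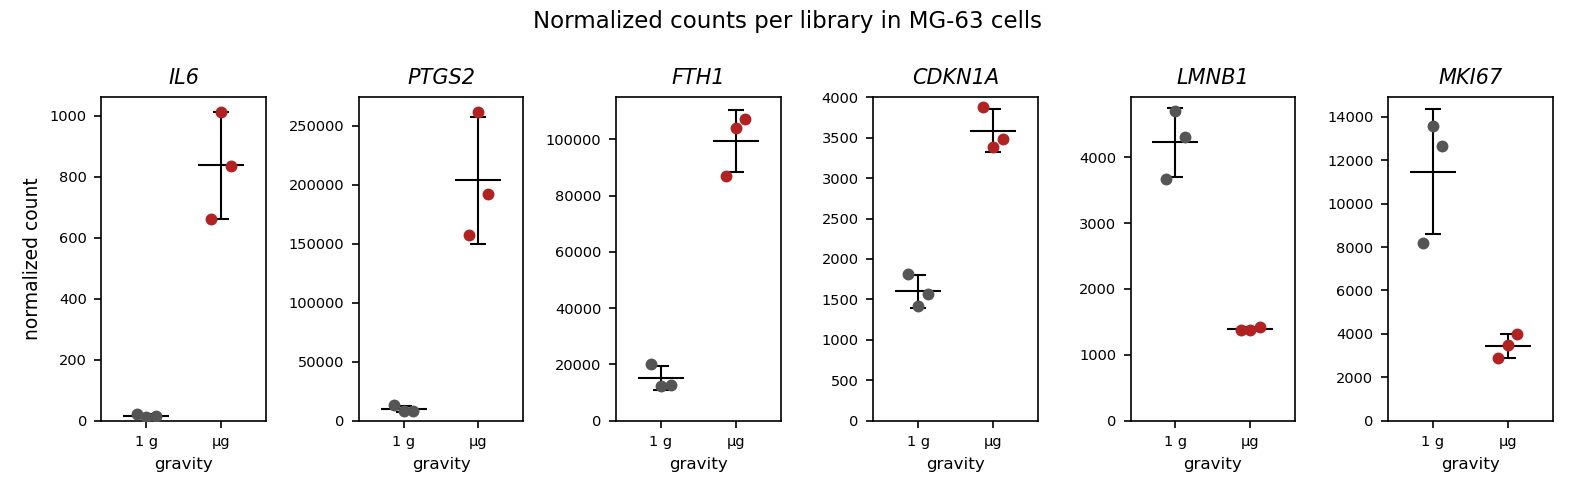
Normalized counts of 6 genes in each of the 6 libraries, with the mean and SD of each group of 3 and every axis starting at 0. IL6, PTGS2, FTH1 and CDKN1A sit higher in every µg library than in every 1 g library, and LMNB1 and MKI67 lower.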

Amongst them, the overexpression of the cell cycle regulator *CDKN1A* (p21) and of pro-inflammatory cytokines (*IL1A*, *IL6*), and the repression of the expression of lamin B1 (*LMNB1*) and E2F transcription factor 2 (*E2F2*) were also found in the µg samples.

**Table 2:** Senescence pathway genes modulated by microgravity.

Ensembl ID	Gene symbol	Gene name	Log2 fold change	Fold change	*p* value
ENSG00000162772	ATF3	Activating transcription factor 3	2.605	6.084	3.35E-32
ENSG00000134107	BHLHE40	Basic helix-loop-helix family member e40	1.835	3.568	6.50E-26
ENSG00000149260	CAPN5	Calpain 5	–1.035	0.488	1.01E-16
ENSG00000173894	CBX2	Chromobox 2	–1.003	0.499	3.76E-14
ENSG00000134057	CCNB1	Cyclin B1	–1.438	0.369	4.20E-26
ENSG00000157456	CCNB2	Cyclin B2	–1.347	0.393	1.21E-24
ENSG00000175305	CCNE2	Cyclin E2	–1.422	0.373	1.45E-30
ENSG00000164045	CDC25A	Cell division cycle 25A	–1.136	0.455	3.49E-11
ENSG00000158402	CDC25C	Cell division cycle 25C	–1.383	0.383	7.74E-18
ENSG00000170312	CDK1	Cyclin-dependent kinase 1	–1.283	0.411	3.29E-23
ENSG00000124762	CDKN1A	Cyclin-dependent kinase inhibitor 1A	1.149	2.218	1.66E-21
ENSG00000172216	CEBPB	CCAAT enhancer binding protein beta	1.593	3.017	2.11E-20
ENSG00000169429	CXCL8	C-X-C motif chemokine ligand 8	3.415	10.666	5.07E-23
ENSG00000101412	E2F1	E2F transcription factor 1	–1.641	0.321	1.58E-21
ENSG00000007968	E2F2	E2F transcription factor 2	–2.074	0.238	1.54E-36
ENSG00000133740	E2F5	E2F transcription factor 5	1.232	2.349	6.77E-13
ENSG00000165891	E2F7	E2F transcription factor 7	–1.667	0.315	6.67E-29
ENSG00000129173	E2F8	E2F transcription factor 8	–1.754	0.296	6.04E-13
ENSG00000106462	EZH2	Enhancer of zeste 2 polycomb repressive complex 2 subunit	–1.396	0.380	7.83E-28
ENSG00000099860	GADD45B	Growth arrest and DNA damage-inducible beta	1.461	2.753	1.22E-10
ENSG00000105856	HBP1	HMG-box transcription factor 1	1.443	2.719	2.85E-13
ENSG00000136244	IL6	Interleukin 6	5.317	39.864	1.20E-84
ENSG00000115008	IL1A	Interleukin 1 alpha	2.978	7.879	6.93E-23
ENSG00000113368	LMNB1	Lamin B1	–1.580	0.334	3.36E-40
ENSG00000196611	MMP1	Matrix metallopeptidase 1	1.341	2.533	1.46E-05
ENSG00000149968	MMP3	Matrix metallopeptidase 3	2.763	6.788	2.83E-10
ENSG00000004799	PDK4	Pyruvate dehydrogenase kinase 4	3.724	13.214	1.62E-36
ENSG00000119403	PHF19	PHD finger protein 19	–1.379	0.384	1.04E-35
ENSG00000080839	RBL1	RB transcriptional corepressor like 1	–1.104	0.465	8.84E-15
ENSG00000162302	RPS6KA4	Ribosomal protein S6 kinase A4	–1.113	0.462	2.08E-18
ENSG00000137834	SMAD6	SMAD family member 6	–1.722	0.303	2.07E-21
ENSG00000101665	SMAD7	SMAD family member 7	1.042	2.059	1.13E-11
ENSG00000112096	SOD2	Superoxide dismutase 2	1.787	3.451	7.63E-06
ENSG00000161011	SQSTM1	Sequestosome 1	1.519	2.866	9.02E-31
ENSG00000119699	TGFB3	Transforming growth factor beta 3	1.655	3.149	1.90E-04
ENSG00000137462	TLR2	Toll like receptor 2	1.378	2.599	4.74E-06
ENSG00000185650	ZFP36L1	ZFP36 ring finger protein like 1	1.081	2.116	1.58E-31

List of genes modulated by a |log2 fold change| > 1 (fold change >2 or <0.5). Analysis cut-off: base mean count >100, adj *p* value <0.001. Expression *p* values were calculated based on the Benjamini–Hochberg procedure.

Cyclins and cyclin-dependent kinases (CDKs) are regulatory proteins necessary for proper progression through the transition phases of the cell cycle, as well as for the regulation of transcription and DNA repair. Their expression is particularly affected by microgravity with potential impacts on the four phases of the cell cycle. Cyclins (*A2, B1, B2, E2*), *CDK1*, *CDK2* and *CDC25* phosphatase (regulating key transitions between cell cycle phases) are downregulated, whereas cyclin-dependent kinases inhibitors *1A* and *1B* are upregulated (Supplementary Data 5), leading to a potential inhibitory activity on the G1, S, G2 phases transitions and on mitosis.

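Cyclins activate cyclin-dependent kinases at set points of the cycle, CDC25 phosphatases remove an inhibitory phosphate from the kinases, and p21 and p27 hold them inactive. The paper chose CCNA2, CCNB1, CCNB2, CCNE2, CDK1, CDK2 and the 3 CDC25 genes from these samples. All 9 were lower in µg, by 1.67-fold (CDC25B) to 2.74-fold (CCNB1), and 7 by at least 2-fold (edgeR). CCNB1, the mitotic cyclin, fell from 4128 ± 586 normalized counts at 1 g to 1495 ± 74.1 in µg (SD, n = 3 each, log2 fold change -1.45, standard error 0.11, adjusted p = 1.74e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CCNE2, which acts at entry into S phase, fell from 925 ± 69.7 to 339.6 ± 26.2 (log2 fold change -1.43, standard error 0.10, adjusted p = 1.50e-05, edgeR). CDK1 fell from 2113 ± 268 to 855 ± 86.8 (log2 fold change -1.29, standard error 0.11, adjusted p = 3.16e-05, edgeR) and CDK2 from 1939.9 ± 238 to 1029 ± 60.0 (log2 fold change -0.90, standard error 0.10, adjusted p = 1.41e-04, edgeR). In a wider list of 15 cyclins, kinases and CDC25 genes, 10 were lower and CCND2 was higher, or 11 and 1 when adjusted over the list alone, with a median log2 fold change of -0.90 (camera, adjusted p = 3.02e-05, and adjusted p = 0.296 with an estimated correlation). CCND2 went from 0.550 ± 0.487 to 26.9 ± 21.3 normalized counts (adjusted p = 0.00159, edgeR), a rise that rests on few counts and whose log2 fold change of 5.31 was 4.46 without µg replicate 5. Kinase inhibitors went both ways. CDKN1B, which encodes p27, rose (log2 fold change 0.70, standard error 0.13, adjusted p = 0.00284, edgeR), a call lost without 1 g replicate 2 or 3 or µg replicate 6 (adjusted p between 0.0127 and 0.0150) and with library totals (adjusted p = 0.0164). CDKN2C, which encodes p18, fell from 636 ± 28.1 to 233 ± 72.3 (log2 fold change -1.44, standard error 0.19, adjusted p = 4.93e-04, edgeR). CDKN2D fell as well (log2 fold change -0.71, adjusted p = 0.00651, edgeR), a call lost without 1 g replicate 2 or 3 or µg replicate 4 or 6 (adjusted p between 0.0223 and 0.0361). Of the 5 inhibitors tested, 2 were thus higher and 2 lower, the same when adjusted over the list alone (camera, adjusted p = 0.713, median 0.70).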

### DNA repair pathways

Pathways involved in the “DNA damage response” are presented in Fig. 2b. BRCA1 is involved in DNA repair and cell cycle checkpoint regulation. It is part of the “Double strand break repair by homologous recombination” and the “Role of BRCA1 in DNA Damage Response” pathways. 

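BRCA1 pairs with BARD1 and works with BRCA2 at broken ends, while the Fanconi anaemia proteins repair DNA crosslinks. BRCA1 fell from 2718 ± 389.5 normalized counts at 1 g to 978 ± 72.6 in µg (SD, n = 3 each, log2 fold change -1.46, standard error 0.11, adjusted p = 2.06e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). BRCA2 fell from 1788 ± 293 to 676 ± 70.7 (log2 fold change -1.39, standard error 0.12, adjusted p = 4.18e-05, edgeR) and BARD1 from 1114 ± 72.7 to 379 ± 50.2 (log2 fold change -1.55, standard error 0.11, adjusted p = 1.50e-05, edgeR). FANCD2, the subunit that is ubiquitinated at crosslinks, fell from 1145 ± 86.2 to 449 ± 46.4 (log2 fold change -1.34, standard error 0.10, adjusted p = 2.06e-05, edgeR). RAD1, a clamp of the damage checkpoint, went from 1095 ± 45.3 to 969 ± 22.9 and did not pass (log2 fold change -0.17, standard error 0.08, adjusted p = 0.136, edgeR), except with library totals (log2 fold change -0.35, adjusted p = 0.00760). Of 12 Fanconi anaemia genes, 11 were lower and none was higher, the same when adjusted over the list alone, with a median log2 fold change of -1.12 (camera, adjusted p = 2.27e-07, and adjusted p = 0.296 with an estimated correlation). FANCA had a log2 fold change of -1.70 and FANCI of -1.54 (adjusted p = 2.16e-05 and 1.20e-05, edgeR). In homologous recombination XRCC3 (log2 fold change -1.57, adjusted p = 3.39e-05, edgeR) and the helicase gene BRIP1 (log2 fold change -1.61, adjusted p = 2.00e-05, edgeR) were also lower.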

*BRCA1*, *BRCA2*, *BARD1*, *RAD1* and *FANCD2* are significantly downregulated, potentially resulting in defective organization of the BRCA1 and FANC/BRCA complexes, which could lead to an alteration of DNA repair (Supplementary Data 6). Upon activation, CHK1 phosphorylates a variety of substrate proteins, resulting in the activation of DNA damage checkpoints, cell cycle arrest, and DNA repair or cell death. Within the E2F family of transcription factors E2F1 and E2F2 are considered as typical activators of DNA repair processes, while E2F5 is an inhibitor^15^. 

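E2F transcription factors switch the genes of S phase on or off. E2F1 fell from 1122 ± 190.3 normalized counts at 1 g to 347 ± 87.2 in µg (SD, n = 3 each, log2 fold change -1.68, standard error 0.18, adjusted p = 2.25e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). E2F7 (log2 fold change -1.69, adjusted p = 7.03e-05, edgeR) and E2F8 (log2 fold change -1.86, adjusted p = 0.00136, edgeR), which repress E2F1 targets, were lower too. E2F5 rose from 141 ± 12.1 to 340.3 ± 50.6 (log2 fold change 1.27, standard error 0.15, adjusted p = 1.81e-04, edgeR). Of 13 genes of the E2F and retinoblastoma families, 6 were lower (E2F1, E2F2, E2F7, E2F8 and RBL1 among them) and 2 were higher (E2F5 and RBL2), the same when adjusted over the list alone. Only E2F5 stayed higher without 1 g replicate 2, 1 g replicate 3, µg replicate 4 or µg replicate 6. The families' median log2 fold change was -0.19 (camera, adjusted p = 0.0616, and adjusted p = 0.472 with an estimated correlation). Without µg replicate 5 camera's adjusted p was 0.0260.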

Finally, p53 (TP53) is a positive regulator of CDKN1A, which is a potent inhibitor of cell cycle. 

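Damage signals pass through the kinases ATM and ATR to CHEK1 and CHEK2, which hold the cell cycle, and broken ends can also be joined directly by DNA-dependent protein kinase and its partners. CHEK1 fell from 1084 ± 96.0 normalized counts at 1 g to 582 ± 65.3 in µg (SD, n = 3 each, log2 fold change -0.89, standard error 0.11, adjusted p = 2.01e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CLSPN, the CHEK1 adaptor, fell from 1468 ± 327 to 359 ± 101 (log2 fold change -2.02, standard error 0.24, adjusted p = 8.03e-04, edgeR), and with no expression filter its adjusted p was 0.0101. PKMYT1, a kinase that delays mitosis, fell from 1558 ± 395 to 441 ± 103 (log2 fold change -1.81, standard error 0.23, adjusted p = 8.47e-04, edgeR). Of 17 damage checkpoint genes, 7 were lower and 3, ATM and CHEK2 among them, were higher, or 9 and 3 when adjusted over the list alone, with a median log2 fold change of -0.49 (camera, adjusted p = 0.0640, and adjusted p = 0.331 with an estimated correlation). With library totals 11 were lower and 1 was higher by edgeR. Of 10 genes of non-homologous end joining, PRKDC and PAXX were lower, none was higher and 8 did not pass, the same when adjusted over the list alone (camera, adjusted p = 0.216, and adjusted p = 0.392 with an estimated correlation, median -0.12), and 4 were lower with library totals (edgeR). PRKDC, the kinase itself, fell from 22594 ± 3431 to 10843 ± 1061 (log2 fold change -1.05, standard error 0.12, adjusted p = 1.75e-04, edgeR). PAXX had a log2 fold change of -0.86 (adjusted p = 0.00199, edgeR) and lost its call without 1 g replicate 2 or 3 or µg replicate 6 (adjusted p between 0.0105 and 0.0154).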

Altogether, these observations suggest that microgravity could potentially result in reduced DNA repair capacity. It must be stressed however that many of the involved regulations depend on complex and dynamic phosphorylation/dephosphorylation processes that could not be evaluated in this study.

### Inflammation and pathological conditions pathways

Several interleukins and chemokines are considered as markers of various types of cellular stress following exposure to radiation, ROS, inflammation, mechanical stretching and relaxation, or endoplasmic reticulum dysregulation. Many of them are strongly upregulated in microgravity environment, explaining why several pathways related to inflammation (“osteoarthritis”, “rheumatoid arthritis”, several “IL-17 related” pathways) were identified (Fig. 2c and Supplementary Data 7).

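Secreted cytokines and chemokines recruit and activate immune cells. Of 17 such genes of the senescence-associated secretory phenotype, 15 were higher in µg and none was lower, the same when adjusted over the list alone, with a median log2 fold change of 3.81 (camera, adjusted p = 8.04e-12, and adjusted p = 0.296 with an estimated correlation). All 17 had every µg library above every 1 g library. CSF3, which stimulates granulocytes, is 1 of the 12 largest rises. CXCL2, a neutrophil attractant, rose from 24.7 ± 4.69 normalized counts at 1 g to 412 ± 176 in µg (SD, n = 3 each, log2 fold change 4.06, standard error 0.34, adjusted p = 6.38e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CCL20 rose from 0.72 ± 1.25 to 144 ± 54.5 (adjusted p = 4.12e-05, edgeR), where the few counts at 1 g leave its fold open, with a log2 fold change of 7.23 and of 10.31 without 1 g replicate 1. CSF2 rose from 31.4 ± 6.68 to 1450.1 ± 1007 (log2 fold change 5.54, adjusted p = 0.00577, edgeR). Its call was lost without 1 g replicate 1, 2 or 3 or µg replicate 6 (adjusted p between 0.0147 and 0.0384), and its log2 fold change was 4.86 without µg replicate 5, by the same test.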

*IL6* is the most upregulated gene, with a ~40-fold change in microgravity as compared to the 1 g condition. 

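Interleukin 6 acts on immune cells and on bone-resorbing osteoclasts. IL6 (ENSG00000136244) lies on chromosome 7 from 22725884 to 22732002 on the plus strand (GRCh38). It rose from 16.5 ± 5.85 normalized counts at 1 g to 837 ± 175 in µg (SD, n = 3 each), a fold change of 49.1 (log2 fold change 5.62, standard error 0.25, adjusted p = 4.38e-06, 95% confidence interval 5.06 to 6.18, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The lowest µg library held 663 normalized counts and the highest 1 g library 23.0. Among genes past the stricter thresholds its log2 fold change ranked after that of CSF3 (5.63), a difference far below either standard error. Genes with few or no reads at 1 g, such as SAA1, SAA2 and CRP, singled out after their values were seen, had larger fitted changes that depend on how small counts are handled.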

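Interleukin 1 opens many inflammatory responses, interleukin 33 is released by stressed or broken cells, and CXC chemokines attract neutrophils. IL1B rose from 1102 ± 183 normalized counts at 1 g to 9995 ± 1014 in µg (SD, n = 3 each, log2 fold change 3.19, standard error 0.14, adjusted p = 2.76e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). IL33 rose from 24.7 ± 4.84 to 349.8 ± 165 (log2 fold change 3.81, standard error 0.39, adjusted p = 2.63e-04, edgeR). CXCL1 rose from 489 ± 82.1 to 5825 ± 1915 (log2 fold change 3.58, standard error 0.28, adjusted p = 2.05e-04, edgeR), CXCL5 from 31.5 ± 12.5 to 292 ± 28.7 (log2 fold change 3.25, standard error 0.27, adjusted p = 2.93e-05, edgeR) and CXCL6 from 145 ± 6.20 to 518 ± 31.0 (log2 fold change 1.84, standard error 0.11, adjusted p = 1.00e-05, edgeR). CXCL3 rose from 239 ± 22.6 to 4188 ± 2139 (log2 fold change 4.14, standard error 0.46, adjusted p = 0.00177, edgeR), and its call was lost without 1 g replicate 1, 2 or 3 (adjusted p between 0.0145 and 0.0165). CXCL8 rose from 3937 ± 431 to 59836 ± 36936 (log2 fold change 3.93, standard error 0.53, adjusted p = 0.00318, edgeR). Its call was lost without 1 g replicate 1, 2 or 3 (adjusted p between 0.0200 and 0.0285), and its log2 fold change was 3.33 without µg replicate 5, by the same test. With IL6 and IL1A, these are 9 genes that the study picked from these samples, and all 9 were higher.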

*IL1A*, *IL1B* and *IL33* are also strongly induced, as well as *CXCL1*, *3*, *5*, *6* and *8*. PTGS2 (also known as COX2) is the inducible form of cyclooxygenase responsible for prostaglandins synthesis. 

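PTGS2 makes the prostaglandin precursor PGH2 and is switched on by inflammatory and mechanical signals. PTGS2 (ENSG00000073756) lies on chromosome 1 from 186671791 to 186680922 on the minus strand (GRCh38). It rose from 9842 ± 2795 normalized counts at 1 g to 203539 ± 53516 in µg (SD, n = 3 each), a fold change of 20.7 (log2 fold change 4.37, standard error 0.28, adjusted p = 2.34e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At these levels it was 1 of the 10 most abundant transcripts of the 6 libraries. The 10 together took 6.87 to 7.86% of the reads at 1 g and 9.48 to 10.0% in µg. Leaving out these 10 genes with mitochondrial and ribosomal RNA genes before normalization gave 2173 higher and 1918 lower genes.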

Its strong overexpression in microgravity, around 18-fold change, is an additional relevant indicator of cellular stress. Several transcription factors being part of this pathway are also overexpressed. The transcription factor activator protein 1 (AP1) is a heterodimer predominantly made of FOS and JUN, which are both overexpressed in microgravity. 

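FOS and JUN proteins pair to form AP1, and their genes belong to the immediate early genes that respond to a stimulus within minutes. FOS rose from 109.8 ± 19.2 normalized counts at 1 g to 672 ± 43.8 in µg (SD, n = 3 each, log2 fold change 2.61, standard error 0.14, adjusted p = 8.09e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). FOSB rose from 109 ± 18.8 to 541 ± 73.6 (log2 fold change 2.31, standard error 0.16, adjusted p = 1.50e-05, edgeR). JUN went from 5136 ± 1019.6 to 8357 ± 1973 and did not pass (log2 fold change 0.71, standard error 0.20, adjusted p = 0.0237, edgeR). It passed without µg replicate 4 (log2 fold change 0.86, adjusted p = 0.00624, edgeR), with culture number as a block (adjusted p = 2.64e-04, edgeR) and with DESeq2's Wald test (adjusted p = 3.24e-04). Of 19 AP1 subunits and immediate early genes, 13 were higher and none was lower, the same when adjusted over the list alone, with a median log2 fold change of 1.41 (camera, adjusted p = 5.87e-07, and adjusted p = 0.296 with an estimated correlation). MAFF, a small MAF factor that pairs with FOS, was among the 13 (log2 fold change 1.84, standard error 0.19, adjusted p = 3.26e-04, edgeR).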

Besides being a strong inducer of many cytokines involved in inflammation, AP1 also promotes the expression of a wide spectrum of other proteins and proteolytic enzymes such as the extracellular matrix-degrading enzymes MMP1, MMP2, MMP3, which are all three overexpressed in our microgravity dataset.

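MMP1 and MMP3 cleave collagen and other matrix proteins outside the cell, and MMP2 degrades basement membrane collagen. Every µg library was above every 1 g library for all 3, and none passed edgeR's test at an adjusted p under 0.01. MMP1 went from 634 ± 96.5 normalized counts at 1 g to 1763 ± 736 in µg (SD, n = 3 each, log2 fold change 1.49, standard error 0.31, adjusted p = 0.0132, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed without µg replicate 4 (log2 fold change 1.72, adjusted p = 0.00121, edgeR) or µg replicate 5 (1.11, adjusted p = 0.00507). MMP2 went from 13689 ± 4446 to 21895 ± 1028 (log2 fold change 0.68, standard error 0.21, adjusted p = 0.0364, edgeR) and passed without 1 g replicate 1 (log2 fold change 0.99, adjusted p = 4.46e-05). MMP3 went from 233 ± 35.3 to 2757 ± 2094 (log2 fold change 3.57, standard error 0.76, adjusted p = 0.0230, edgeR) and passed without µg replicate 4 (log2 fold change 3.99, adjusted p = 0.00151), while it was 2.82 without µg replicate 5. DESeq2's Wald test called all 3 (adjusted p = 2.97e-04 for MMP1, 6.59e-04 for MMP2 and 2.66e-06 for MMP3).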

### RT-qPCR validation of RNAseq analysis

In order to validate our RNAseq results before assessing in greater detail the biological implications of the regulations observed in microgravity, RT-qPCR was carried out on selected transcripts chosen on the basis of their relevance. These analyses revealed a close correlation (*r* = 0.99 and *p* < 0.0001, Spearman test) between RNAseq and RT-qPCR data, confirming the reliability of RNAseq quantifications (see Supplementary Note 2).

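The 12 RT-qPCR genes cover cytokines, iron storage, the cell cycle and the Hippo pathway, and the study chose them from these samples. In the sequencing data 6 of the 12 (IL6, PTGS2, IL1B, FTH1, ACSL4 and NUPR1) were higher in µg, 5 (E2F2, LMNB1, CCNB1, CENPE and CKAP2L) were lower and YAP1 did not pass (edgeR). The call for NUPR1 was lost without µg replicate 6 (adjusted p = 0.0138). CENPE, a kinetochore motor, fell from 1319 ± 238 normalized counts at 1 g to 487 ± 54.9 in µg (SD, n = 3 each, log2 fold change -1.43, standard error 0.14, adjusted p = 7.33e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). None of the 3 normalizer genes passed the test. RPL4 went from 17003 ± 1094 to 19309 ± 548 (log2 fold change 0.19, standard error 0.09, adjusted p = 0.113, edgeR), GAPDH from 77789 ± 9930.4 to 70334 ± 13529.8 and B2M, part of MHC class I, from 27890.2 ± 7185 to 35378 ± 2504 (log2 fold change 0.35, standard error 0.17, adjusted p = 0.141, edgeR). Without 1 g replicate 1, B2M was called higher (log2 fold change 0.59, adjusted p = 7.89e-04, edgeR). The RT-qPCR values were not analysed here.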

### Upstream regulators

Based on the entire set of transcriptomic data, we used the IPA “Upstream Regulator and Causal Networks” analytical tool to identify key regulators that have the highest probability of being implicated in the microgravity-induced regulations, either directly or indirectly. In these analyses, positive or negative *z*-score values are indicative of, respectively, activation or inhibition of the predicted regulators.

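NUPR1 is a small chromatin protein induced by cell stress, and CKAP2L stabilizes spindle microtubules in mitosis. NUPR1 rose from 481 ± 36.5 normalized counts at 1 g to 748 ± 86.7 in µg (SD, n = 3 each, log2 fold change 0.65, standard error 0.11, adjusted p = 0.00137, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without µg replicate 6 its call was lost at a log2 fold change of 0.59 (adjusted p = 0.0138, edgeR). CKAP2L fell from 2684 ± 349 to 1036 ± 152 (log2 fold change -1.36, standard error 0.13, adjusted p = 5.05e-05, edgeR).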

A total of 218 potential upstream regulators were identified (overlap *p* value < 0.001, |*z*-score| > 2), among which NUPR1 (*z*-score = 10.5; 134 modulated genes) and CKAP2L (*z*-score = –6.2; 39 modulated genes) have the highest and the lowest scores, respectively (Supplementary Data 8). NUPR1 and CKAP2L are both regulated by the Yes-associated protein (YAP1), a transcription factor of the Hippo pathway, involved in mechanosignaling^16,17^. YAP1 is also predicted (*z*-score = –3.0) to be an upstream regulator of the microgravity-induced transcriptional modifications. However, as its activity is determined by phosphorylation at different sites depending on a complex network of regulators, the absence of microgravity-induced modification of its expression (fold change = 1.05) was not surprising. 

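YAP1 and its paralog TAZ (WWTR1) enter the nucleus under mechanical load and drive target genes through TEAD factors. YAP1 (ENSG00000137693) lies on chromosome 11 from 102110447 to 102233424 on the plus strand (GRCh38). It had 5600.2 ± 168 normalized counts at 1 g and 5890.1 ± 267 in µg (SD, n = 3 each, log2 fold change 0.08, standard error 0.08, adjusted p = 0.434, 95% confidence interval -0.09 to 0.26, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its log2 fold change was -0.10 with library totals. WWTR1 was at 0.11 (adjusted p = 0.564, edgeR), or -0.08 with library totals. A 22-gene signature of YAP and TAZ targets was tested, which is not the fibroblast gene set that the paper's Discussion compares. That set and the paper's YAP1 inhibitor data were not analysed here. Of the 20 signature genes tested, 4 (AXL, AMOTL2, RBMS3 and MYOF) were lower, none was higher and 16 did not pass, the same when adjusted over the list alone. Their median log2 fold change was -0.07 and their mean 0.05, with camera's direction lower (camera, adjusted p = 0.625, and adjusted p = 0.828 with an estimated correlation). AXL, a receptor kinase, fell from 13245 ± 2034 to 5141 ± 74.1 (log2 fold change -1.35, standard error 0.11, adjusted p = 2.91e-05, edgeR). The lower count was 2 without 1 g replicate 2 or µg replicate 6 and 1 without 1 g replicate 3, and 2 targets were higher without µg replicate 4 or 5, with DESeq2's Wald test and with culture number as a block. By edgeR, AMOTL2 lost its call without 1 g replicate 3 (adjusted p = 0.0104), RBMS3 without 1 g replicate 2 or 3 or µg replicate 4, 5 or 6 (adjusted p between 0.0137 and 0.0423) and MYOF without 1 g replicate 1, 2 or 3 or µg replicate 5 or 6 (adjusted p between 0.0104 and 0.0253). Of 20 Hippo pathway genes, 6 were lower (TEAD2, AMOT and AMOTL2 among them) and 2 were higher (SAV1 and VGLL4), or 6 and 3 when adjusted over the list alone, with a median of -0.14 (camera, adjusted p = 0.407, and adjusted p = 0.726 with an estimated correlation). TEAD2 fell from 647 ± 27.7 to 336 ± 26.6 (log2 fold change -0.93, standard error 0.10, adjusted p = 1.23e-04, edgeR) and SAV1 rose from 528 ± 30.1 to 1049 ± 12.9 (log2 fold change 1.00, standard error 0.09, adjusted p = 3.57e-05, edgeR). The Hippo list's lower count was 2 without 1 g replicate 2 or µg replicate 6 and 1 without 1 g replicate 3. AMOT lost its call without 1 g replicate 2 or 3 or µg replicate 4, 5 or 6 (adjusted p between 0.0132 and 0.0359) and VGLL4 without 1 g replicate 2 or 3 or µg replicate 6 (adjusted p between 0.0123 and 0.0166), by edgeR.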

The expression of *LMNB1* (lamin B1, fold change = 0.33), *KIF23* (a kinesin, fold change = 0.39) and *PLK1* (a kinase implicated in cell cycle regulation, fold change = 0.38) are known to be dependent on NUPR1, CKAP2L or YAP1/Hippo pathways. 

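Lamin B1 lines the inner nuclear membrane, KIF23 builds the central spindle and PLK1 drives mitotic entry. LMNB1 (ENSG00000113368) lies on chromosome 5 from 126776623 to 126837020 on the plus strand (GRCh38). It fell from 4228 ± 525 normalized counts at 1 g to 1392 ± 31.6 in µg (SD, n = 3 each), a 3.01-fold fall (log2 fold change -1.59, standard error 0.10, adjusted p = 9.34e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). KIF23 fell from 2718 ± 239.7 to 1045 ± 123, a 2.58-fold fall (log2 fold change -1.37, standard error 0.10, adjusted p = 1.97e-05, edgeR). PLK1 fell from 3573 ± 477 to 1339.8 ± 171, a 2.65-fold fall (log2 fold change -1.41, standard error 0.12, adjusted p = 3.07e-05, edgeR).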

Of additional interest, two other lamins, *LMNA* and *LMNB2*, were also downregulated (fold changes = 0.54 and 0.42, respectively).

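Lamins A and C, both made from LMNA, stiffen the nucleus, and lamin B2 joins lamin B1 in the nuclear lamina. LMNA fell from 19405 ± 789 normalized counts at 1 g to 10484 ± 925 in µg (SD, n = 3 each), a 1.84-fold fall (log2 fold change -0.88, standard error 0.10, adjusted p = 1.37e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). LMNB2 fell from 6167 ± 765 to 2538 ± 292, a 2.41-fold fall (log2 fold change -1.27, standard error 0.11, adjusted p = 3.64e-05, edgeR). A list of 13 genes holds lamins and nuclear envelope genes together with HMGB1 and HMGB2. Of the 13, 9 were lower and none was higher, or 11 when adjusted over the list alone, with a median log2 fold change of -0.75 (camera, adjusted p = 7.45e-06, and adjusted p = 0.296 with an estimated correlation). SYNE2, which links the nucleus to the cytoskeleton, fell from 1578 ± 69.9 to 528 ± 64.4 (log2 fold change -1.57, standard error 0.11, adjusted p = 1.50e-05, edgeR). TMPO, a lamin-binding protein, fell from 3728 ± 321 to 1540.4 ± 61.9 (log2 fold change -1.26, standard error 0.08, adjusted p = 1.26e-05, edgeR).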

### Morphological analysis by fluorescence staining

The morphology of nuclei was evaluated (Fig. 3a, b). No nuclear fragmentation is observed in microgravity, indicating that apoptosis was not induced, in line with transcriptomic data. A significant reduction (*p* < 0.0001) of the median area of the nuclei is observed in cells exposed to microgravity (166 µm^2^) as compared to cells at 1 g (259 µm^2^), potentially reflecting repression of the cell cycling, again in agreement with the transcriptomic data. In control cells at 1 g, the staining of the nucleus appears quite uniform, while, instead, numerous spots of more intense DAPI fluorescence were observed in microgravity (Fig. 3c). These differences indicate a microgravity-induced formation of facultative heterochromatin, a process known to be associated with cell stress.

**Fig. 3:**
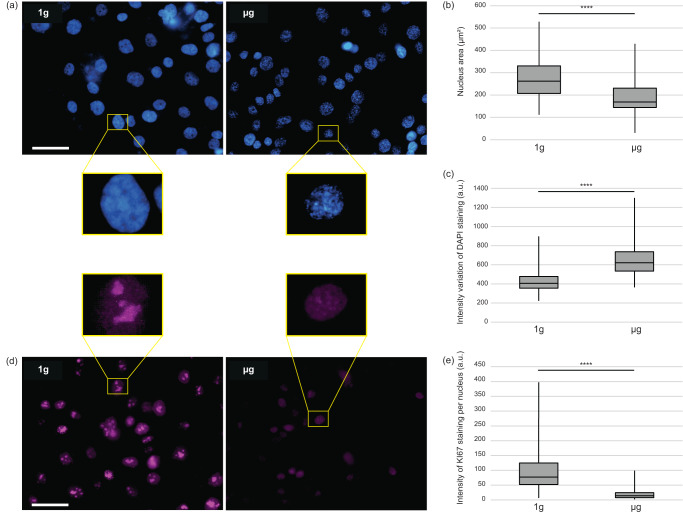
Comparison of the nuclear morphology and the KI67 staining levels in cells at 1 g flight control and µg. **a** DAPI nucleus staining (blue) in 1 g control and µg cells. **b** Quantification of nuclear apparent surface in 1 g control (*n* = 170) and µg cells (*n* = 190), **c** showing a reduction of the size of the nuclei in µg. Fluorescence intensity variations within individual nucleus (variations between the background and bright spots inside the nucleus) was measured in 1 g control cells (*n* = 164) and in cells in µg (*n* = 146). A higher heterogeneity of DAPI staining was observed in cells in µg. **d** KI67 (violet) staining in 1 g control and µg cells. A strong reduction of KI67 staining was observed in µg, which is illustrated on higher magnification views of representative nuclei and confirmed by **e** quantification of nucleus-associated violet staining (*n* = 102 in 1 g, *n* = 135 in µg). Box plots indicate the median, with the top and bottom borders of the boxes representing the 75th and 25th percentiles, respectively, and the whiskers above and below the boxes indicating the maximal and minimal values. Statistical analyses were performed with the Mann–Whitney *U* test (****p value < 0.0001). Scale bars are 50 µm. a.u. arbitrary units.

Ki67 is a nuclear antigen used as a marker of active cell proliferation. In cultures at 1 g, the vast majority of cell nuclei are KI67 positive (Fig. 3d), some further showing larger and strongly stained spots typical to late G1 phase. In microgravity, the staining, when present, is much fainter and diffuse (Fig. 3e). Although the abundance of KI67 is known to be regulated by an active degradation process, it is worth noting that our transcriptomic analyses show a 3-fold reduction of its expression in microgravity.

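KI67, the product of MKI67, coats mitotic chromosomes and is made from S phase to mitosis. MKI67 (ENSG00000148773) lies on chromosome 10 from 128096659 to 128126423 on the minus strand (GRCh38). It fell from 11483 ± 2885 normalized counts at 1 g to 3445 ± 562 in µg (SD, n = 3 each), a 3.31-fold fall (log2 fold change -1.72, standard error 0.20, adjusted p = 5.05e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The highest µg library held 3991 normalized counts and the lowest 1 g library 8198.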

Tubulins are the building blocks of microtubule filaments, which are key structures for several biological processes as mitosis and intracellular transport, among others. In 1 g condition (Fig. 4a, b, left panels), the α-tubulin staining shows a typical intertwined wavy network throughout the cytoplasm, while the microtubules in microgravity have a straighter, bundle or star-shaped orientation (Fig. 4a, b, right panels). The acetylated form of tubulin is reported to be present in long-lived stable microtubules such as found in centrioles and primary cilia. It participates in various cell functions including cell polarity, cell migration or vesicle transport. For cells maintained at 1 g, the acetyl-α-tubulin staining is faint, and present on a limited number of microtubules (Fig. 4c, d, left panels). Strikingly, the staining is much more intense for cells in microgravity (Fig. 4c, d, right panels), indicating that a large proportion of tubulin is acetylated likely affecting the function of microtubules.

**Fig. 4:**
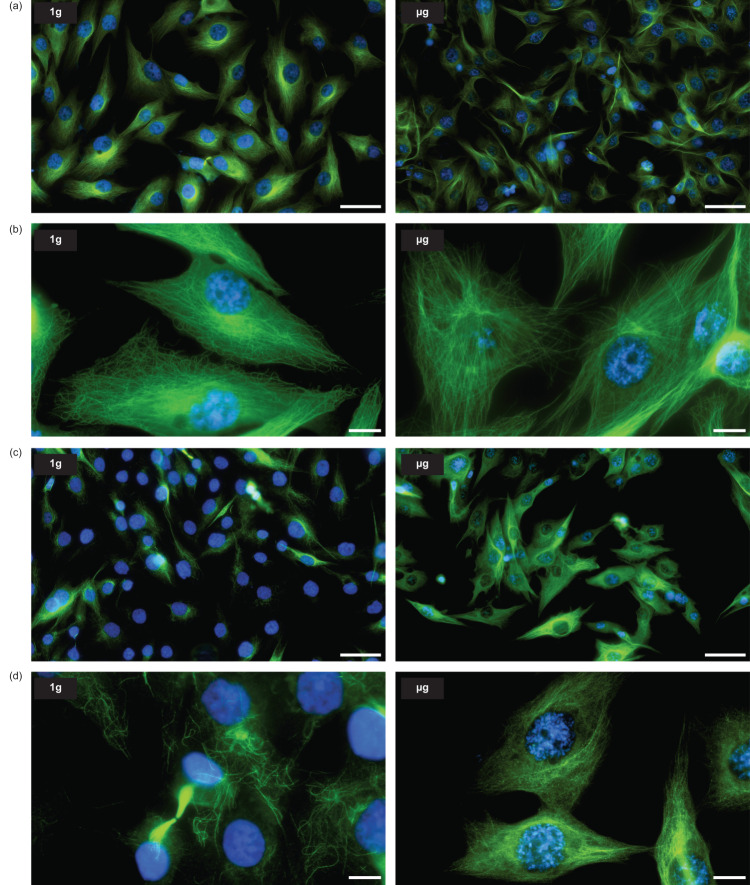
α-Tubulin and acetyl-α-tubulin architecture in 1 g flight control and µg cells. **a** Large field views of α-tubulin staining (green) and nuclei (blue) in 1 g and µg cells. **b** Higher magnifications show the organization of the microtubules in each gravity condition: an entangled wavy fibrils pattern in 1 g cells versus a straighter structural organization in µg cells. **c**, **d** Different field views of acetyl-α-tubulin staining (green) and nuclei (blue) in 1 g and µg cells. The staining is generally limited to a few microtubules in 1 g cell. Conversely, all the cells in µg are characterized by intense staining showing the presence of acetyl-α-tubulin organized in microtubules throughout their entire cytoplasm. Scale bars are 50 µm (**a** and **c**) and 10 µm (**b** and **d**).

The localization of the lysosomes directly depends on microtubule-mediated trafficking and tubulin acetylation. It was evaluated by co-immunofluorescence staining (Fig. 5a) of LAMP2 (marker of lysosomes, Fig. 5b) and acetylated tubulin (Fig. 5c). In the 1 g flight condition, lysosomes are mostly present around the nucleus (at the microtubule minus-ends) whereas, in the µg cells, bright puncta of LAMP2 staining were dispersed throughout the cytoplasm with some accumulations at cellular extensions (at the microtubule plus-ends) (Fig. 5d).

**Fig. 5:**
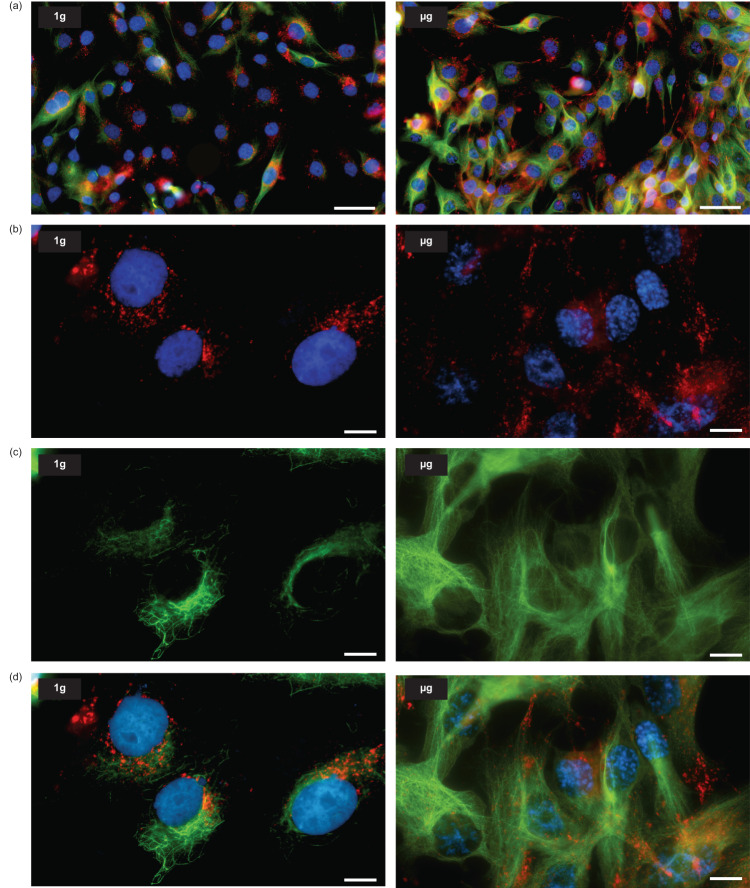
Effect of microgravity on lysosomes spatial distribution. **a** Large field views of 1 g flight control and µg cells after staining to visualize lysosomes (LAMP2, in red), nuclei (blue) and acetyl-α-tubulin (green). **b** Higher magnification of lysosomes (red) and nuclei (blue) and **c** of acetyl-α-tubulin (green) in representative 1 g and µg cells. Merged images from (**b**) and (**c**) are provided in (**d**). Lysosomes in 1 g control cells tend to clump close to the nucleus in regions enriched in acetyl-α-tubulin. Instead, they are scattered throughout the cytoplasm for cells cultured in µg. Scale bars are 50 µm (**a**) and 10 µm (**b**-**d**).

A recognized pathway of mechano-sensing involves the physical continuum linking the extracellular matrix to transmembrane receptors (such as integrins) to focal adhesions (developing at the intracytoplasmic domain of integrins), to the actin cytoskeleton and to the nucleus. The dynamic formation and disassembly of actin filaments, by linking focal adhesions to other cell structures, critically regulates a wide range of cellular processes, including cell migration, cell division, and gene expression. Two key actors of this critical pathway were evaluated: the actin cytoskeleton and the focal adhesions (identified by detecting the phosphorylated form of the Focal Adhesion Kinase (FAK), also known as PTK2). A similar staining of fibrillar actin and phospho-FAK was observed at 1 g (Fig. 6a–c) and in microgravity (Fig. 6d–f), which suggests that these factors are not involved in the observed microgravity-induced changes.

**Fig. 6:**
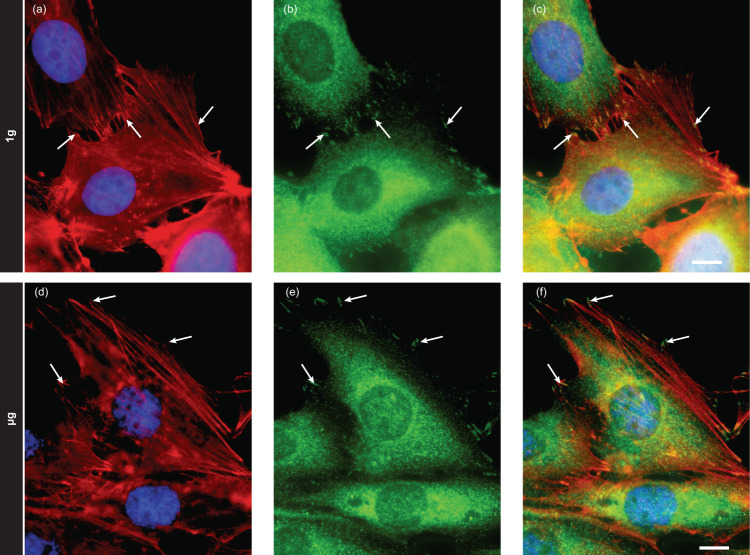
Fibrillar actin and pFAK staining in 1 g flight control and µg cells. **a**–**c** 1 g flight control cells and **d**–**f** cells in µg were stained for **a**, **d** fibrillar actin (red) and nucleus (blue) and for **b**, **e** pFAK (green). Merged channels are in **c**, **f**. The white arrows show some focal adhesions identified as green pFAK positive spots linked to actin fibers. Scale bars are 10 µm.

## Discussion

Loss of gravity experienced during space flight has profound effects on human physiology, including muscle atrophy, endocrine disorders, reduction in bone density and immune dysfunction. Whether these alterations result from the impact of weightlessness on the entire body or tissues or from regulatory mechanisms occurring at the cellular level remains much less documented. This is mainly due to the difficulties encountered in carrying out cellular experiments in space under conditions that allow precisely discriminating specific effects of microgravity from additional parameters, such as cosmic radiations and cell stress occurring between their preparation on Earth and the start of the experiment in space (temperature variations, vibrations and hypergravity during the launch, starvation, etc.). A way to avoid these confounding effects would be to compare cells in microgravity to control cells cultured in reconstituted 1 g gravity onboard in the same space environment. Our experimental study was designed accordingly. First, we designed and extensively validated protocols allowing the shipping and storage of cell cultures in the ISS as frozen monolayers, avoiding pre-experimental stresses. Based upon previous investigations, cultures were then thawed and allowed to recover for 38 h at 37 °C in a 1 g centrifuge, just before the start of the experiment. Although a previous pilot assay was conducted with a device designed to defrost cryopreserved cell cultures in the ISS^18^, to the best of our knowledge, our experiment is the first to successfully report biological data by using deep-frozen monolayers of adherent cells. Secondly, and most importantly, control cells were also cultured in the ISS, in the same conditions as cells in microgravity, but in a centrifuge running at 1 g for the total duration of the experiment, making them the most relevant controls. Finally, we combined transcriptomic analysis with morphological observations to obtain a comprehensive overview of microgravity-induced modifications.

The general morphology of cells was not altered in microgravity as compared to cells centrifuged at 1 g. Similarly, a large majority of genes were not differentially expressed. These were critical criteria to assess the reliability of our cell model.

In microgravity, KI67 staining was much less intense and the size of the nuclei was significantly reduced as previously reported for another osteoblastic cell line^19^. Both observations could indicate a reduction in cell proliferation. Apoptosis is probably not involved since none of its typical nuclear modifications was observed. Conversely, the presence of facultative heterochromatin, which is a marker of a senescence-associated proliferation arrest^20^, is noticeably increased in microgravity. In agreement with these morphological observations, transcriptomic analyses identified several repressed pathways in microgravity directly related to cell proliferation.

The organization of the cytoskeleton can affect both the nuclear morphology and cell proliferation. Previous data about alteration of the actin cytoskeleton in microgravity are quite confusing, with some reports showing its disorganization^21–24^, while some others describe increased F-actin and stress fiber formation^25,26^. In our study, we did not detect any significant change in the actin cytoskeleton, neither in the associated focal adhesions, which is in agreement with data reported by Rösner et al.^27^. One hypothesis to explain these discrepancies is that perturbations in the actin cytoskeleton organization would occur shortly after exposure to microgravity, followed by a rapid adaptation to the environment and restoration of a fully functional actin network^28^.

Microtubules represent another key component of the cytoskeleton. They are involved in cell polarity, cell shape and intracellular transport. They are also critically required during mitosis, which depends on several regulatory pathways identified from transcriptomic data, such as “Kinetochore metaphase signaling”, “Cell cycle control of chromosomal replication” or “Cyclins and cell cycle progression”. Correlations between their organization and mechanical forces applied on cells have been established. For instance, compressive forces tend to reduce any preferential orientation of the microtubules at the benefit of a more intermingled structure^29–31^ while cells grown on soft matrices, at low mechanical stress, show a straighter and less wavy orientation^32^. The latter type of architecture was observed in our cells in microgravity. The structure, dynamics and functions of the microtubules are further fine-tuned by post-translational modifications^33,34^. Tubulin acetylation participates in cell mechano-sensing by mediating focal adhesion dynamics^35^ and by increasing cytoskeletal stiffness and cellular viscoelastic resistance^36^. It regulates the microtubules functions in several cellular activities including cell polarity, cell migration and trafficking^37,38^. As compared to the 1 g control, we identified here a massive increase of tubulin acetylation in microgravity, affecting almost the entire microtubule network in every cell. In order to evaluate if it could affect some cell functions, the cytoplasmic distribution of lysosomes, a process depending on microtubules, was tracked. Impaired lysosomal function in the space flight environment was previously reported^39^. Lysosomes can be found as a rather immobile pool located close to the nucleus around the microtubule-organizing center in addition to a highly dynamic pool more homogeneously distributed, with some accumulation close to the cell periphery^40^. At 1 g, the large majority of lysosomes were found around the nucleus, partly co-localizing with sparse acetylated tubulin. Strikingly, they were much more dispersed in microgravity, even reaching the tips of some cell extensions, showing some correlations between the pattern of acetylated tubulin and lysosome distribution.

Cellular redistribution of lysosomes has been previously associated with a secretory phenotype related to senescence^41–43^. Several features induced in microgravity, such as alterations in tubulin structure and acetylation, chromatin condensation and repression of cell proliferation, are additional markers of cellular senescence^44–46^. Finally, excessive DNA damage possibly resulting from inhibition of the DNA repair pathways are also involved in senescence. The hypothesis of increased senescence in microgravity is further substantiated by our transcriptomic analyses that pointed the modulation of many senescence pathway-associated processes, such as, amongst others, the dramatic upregulation of pro-inflammatory cytokines and chemokines and of enzymes involved in extracellular matrix remodeling, which are features of the senescence-associated secretory phenotype (SASP) activation^47^. Downregulations of factors required for mitosis were also observed. Multiple triggers induce senescence, of which “DNA damage” and modifications of the mechanical properties of the environment, are the most relevant to our study. Beneficial and detrimental effects of senescence have been reported, depending on cell types and physiological or pathological conditions^48^. Our experimental setting does not allow deciphering if the signs of senescence identified here are part of a beneficial transient adaptation process or indicative of longer term deleterious modifications such as those leading to bone resorption for astronauts.

Ferroptosis refers to a specific type of programmed cell death where dysregulated iron metabolism increases the Fe(II) in the cytosol, resulting in the accumulation of lipid peroxides^49^. It has been shown that ferroptosis is pro-inflammatory and is associated with various human diseases, such as kidney injury, nervous system dysfunctions, blood-related pathologies or cancer^50^. 

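Transferrin-bound iron enters through its receptor TFRC, free iron through the ZIP transporters SLC39A8 and SLC39A14, and ACSL4 loads membranes with the polyunsaturated lipids that ferroptosis oxidizes. TFRC rose from 7112 ± 322 normalized counts at 1 g to 12359.6 ± 2368 in µg (SD, n = 3 each, log2 fold change 0.80, standard error 0.13, adjusted p = 8.56e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ACSL4 rose from 2478 ± 476 to 9989.7 ± 605 (log2 fold change 2.02, standard error 0.14, adjusted p = 1.50e-05, edgeR), and SLC39A14 from 5504 ± 1262 to 18761 ± 2679 (log2 fold change 1.78, standard error 0.18, adjusted p = 1.69e-04, edgeR). With FTH1, FTL and SLC39A8 these are 6 iron genes that the study selected from these samples, of which 5 were higher. SLC39A8 did not pass, though it did without 1 g replicate 1 (adjusted p = 3.74e-05, edgeR), with culture number as a block, with DESeq2 and with limma-voom.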

Among the microgravity-altered genes implicated in the iron regulation, some encoding for major actors in the pathway were dramatically upregulated: the transferrin receptor (*TFRC*) necessary for cellular iron uptake, the ferritin complex (*FTH1* and *FTL*) that acts as a major Fe(II) intracellular storage to protect cell against reactive oxygen species (ROS), the pro-ferroptotic regulator *ACSL4* and the transferrin-independent Fe(II) transporters SLC39A8 and SLC39A14. Moreover, the overexpression of the transcription factor *ATF4* and of its downstream target *CHAC1* might lead to the degradation of glutathione, a major intracellular antioxidant^51^. 

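ATF4 is translated when the integrated stress response slows general protein synthesis, and its target CHAC1 degrades glutathione. ATF4 rose from 7746 ± 467 normalized counts at 1 g to 16765 ± 3405 in µg (SD, n = 3 each, log2 fold change 1.12, standard error 0.13, adjusted p = 1.97e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CHAC1 rose from 74.1 ± 28.6 to 317 ± 25.5 (log2 fold change 2.08, standard error 0.24, adjusted p = 1.98e-04, edgeR). Of 20 ATF4 targets and other genes of the integrated stress response, 15 were higher and none was lower, or 16 and 1 when adjusted over the list alone, with a median log2 fold change of 1.45 (camera, adjusted p = 2.41e-06, and adjusted p = 0.296 with an estimated correlation). DDIT4, which restrains mTOR, rose from 874 ± 149 to 4803 ± 466 (log2 fold change 2.47, standard error 0.14, adjusted p = 9.01e-06, edgeR). The higher count was 9 without 1 g replicate 3, and 1 gene was lower without µg replicate 5.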

Although the upstream cause cannot be identified here, our data therefore suggest that microgravity could lead to alterations of the iron transport and homeostasis, and be one of the cause of ROS production observed during space flight missions^52^.

Data regarding DNA damage induced in microgravity in space are conflicting, notably because, in most previous models, comparisons were made between cells cultured in space and control cells on Earth^53^. In these conditions, the alterations resulting from cosmic radiations or microgravity are difficult to distinguish from each other^54^. In our experiment, the samples in microgravity and the 1 g controls were all cultured in the ISS, therefore similarly exposed to radiations and, therefore, allowed investigating specifically the effect of microgravity. Transcriptomic analyses do not allow to directly track DNA damage, but can provide general insight into the activation or inhibition of key mechanisms involved in DNA repair. By comparing gene expression in microgravity versus 1 g in space, we identified a global repression of different DNA repair pathways which might potentially be of concern in long-duration human space explorations.

Transcriptomic analyses were used to identify which upstream regulators would have the highest probability of being involved. NUPR1 and CKAP2L were the two factors the most positively and negatively correlated with changes observed in microgravity. NUPR1 (Nuclear protein 1) is a transcriptional factor acting in response to multiple internal (DNA damage, ER stress, oxidative stress, inflammation, and metabolic stress) and external stress signals^55,56^. It is involved in a wide range of biological functions, including regulation of DNA damage and repair, cell cycle, autophagy, and cell death^57–68^. The structure and affinity of NUPR1 for its interactors are regulated by its phosphorylation by kinases, such as PKA^61^, which suggests an indirect activation by microgravity. This activation might arise from the increased intracellular ROS caused by the activation of the ferroptosis pathway^55^. CKAP2L (Cytoskeleton Associated Protein 2 Like) is a mitotic spindle protein^69^, but not much is known about its biology and functions, except that it is potentially implicated in some cancers and that mutations affecting its gene cause the Filippi syndrome^69^. As for NUPR1, CKAP2L is not expected to be a direct “sensor” of microgravity.

The Hippo signaling pathway, and its effectors YAP1 and TAZ, is a key mechanism allowing cells to sense and respond to mechanical stimuli. The regulation of YAP1/TAZ activity depends mainly on their degradation and their nuclear localization, and, therefore, their gene expression was not expected to be modified in microgravity. Comparison of our data with previously published analyses supports the idea that microgravity might reduce YAP1 transcriptional activity. Barravecchia et al.^70^ observed a reduced nuclear YAP1 immunostaining signal in flight cells compared to the bright signal obtained on Earth. Liu et al.^16^ described a list of 45 genes upregulated in fibroblasts due to YAP1 activation or in response to increased matrix stiffness, of which 37 were downregulated by at least two-folds in our cells in microgravity, a situation corresponding to mechanical unloading. Most interestingly, the expression of both *NUPR1* and *CKAP2L* can be regulated by YAP1^16,17^, suggesting that the Hippo pathway might be central to our observed microgravity-induced modifications (Fig. 7).

**Fig. 7:**
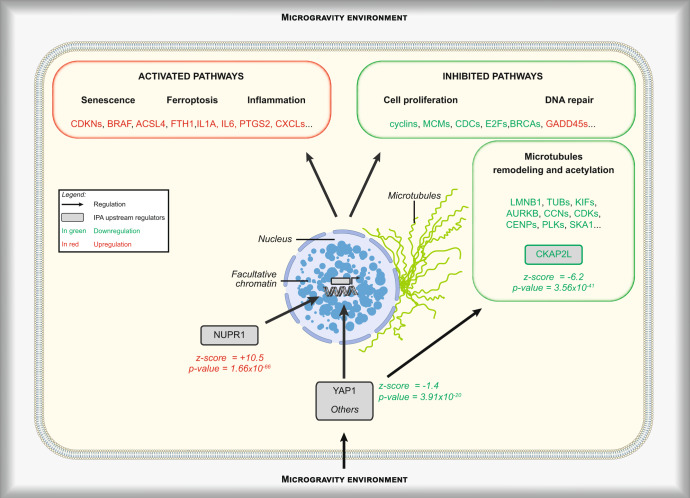
Illustration summarizing the regulations induced in microgravity as observed in our cell model. The “Cell proliferation” and “DNA repair” pathways are clearly inhibited as judged by the regulation of expression of some key genes. Conversely, “Senescence”, “Ferroptosis” and “Inflammation”, three pathways with partial overlaps, are strongly upregulated. Modifications in the structure of the microtubule network are another regulation induced in microgravity. As a way to identify the molecular mechanisms underlying these regulations, the transcriptomic datasets were further analyzed, using the “Ingenuity Pathway Analysis” software (IPA), in order to identify potential key upstream regulatory pathways. This analysis identified the YAP1 pathway as the most likely to be involved in the response to microgravity, by directly participating in the regulation of the expression of numerous modulated genes. This pathway is also known to be critically involved in mechano-sensing and mechanotransduction signaling and to be capable of regulating the other two likely upstream regulators, NUPR1 and CKAP2L. NUPR1 is a transcription regulator that converts stress signals into a program of gene expression that empowers cells with resistance to the stress induced by a change in their microenvironment, while CKAP2L is a microtubule-associated protein that is therefore implicated in cell cycle progression. The use of an inhibitor of the YAP1 pathway (verteporfin) in studies carried out on Earth reproduced some, but not all, of the regulations observed in microgravity (see Supplementary Note 3). This suggests that YAP1, although clearly involved, especially in the regulation of the activated pathways, is not the only regulator of microgravity effects, and that other mechanisms have yet to be discovered. These could affect NUPR1, CKAP2L or, more directly, the microtubule network. Chromatin remodeling (presence of facultative chromatin) and changes in the microtubule network (which may be regulated by CKAP2L) are also observed in microgravity. Interestingly, these features are also considered markers of senescence, making senescence the most central element of microgravity-induced changes.

Our experiment was designed to identify the effects, at the cellular level, of true microgravity in space, getting rid of other confounding effects such as exposure to cosmic radiations or to highly specific culture conditions. This study identified the “Ferroptosis” and “Senescence” pathways as being activated in microgravity, which could be directly related to downregulation of the DNA repair process. Although it could not be directly confirmed during the present study, our data suggest that the Hippo signaling pathway could be a hub in these cellular adaptations, which would be in line with many reports identifying it as a regulator in response to cell mechanical microenvironment on Earth^71–73^. Of direct interest, a recent publication suggests that this pathway could also be implicated in microgravity-induced liver dysfunction^74^. Due to its critical importance in diverse mechanisms and functions, including embryogenesis, tissue repair, cardiovascular diseases and cancer, the Hippo signaling pathway could be at the center of most of the previously observed cellular alterations observed in microgravity and should be investigated in depth^75^. Drugs targeting different actors in this pathway are becoming available. Their use in models relevant to microgravity and mechanical signaling, such as cultures in matrices of different stiffness, could provide crucial advances in the comprehension of health problems affecting astronauts during long-term missions and should contribute to a better understanding of age-related disorders.

## Methods

The CYTOSKELETON experiment was performed in the BioLab incubator of the European laboratory module Columbus on the ISS. It was selected by NASA/ESA following a Research Opportunities call (ESA/NASA ILSRA-2001-074) and approved for a mission on the ISS by ESA’s Advisory Group. Further to ESA, the project received the financial support of Prodex and the Belgian Science Policy Office.

### Experiment development, optimization and validation

We developed, tested, optimized, validated and established all experimental procedures, margins, timelines, operational and logistics procedures. These processes took place in the Laboratory of Connective Tissues Biology, University of Liège, Belgium and were conclusively validated by Experiment Sequence Test (EST) performed in Cologne, Germany, with the operational support of scientists from DLR (German Aerospace Center) and BIOTESC (Biotechnology Space Support Center, Luzern). The experiment was designed to mitigate the effects of transport, vibrations and hypergravity episodes during launch by sending cells deep frozen as attached monolayers. Moreover, deep frozen adherent cells, unlike actively growing cells, can support potential delay of the launch or in the ISS schedule as we demonstrated they can stand ready to use for up to 6 months when stored at –80 °C.

### Choice of experimental cell model and its potential limitations

Bone remodeling is one of the most widely described alterations in microgravity, explaining why we decided to use cells of osteoblastic origin. The development of the equipment and procedures, as well as the entire experiment to be carried out in the ISS, is a very long process requiring in-depth validation over several years. As a result, primary human osteoblasts are unsuitable because of their limited lifespan and phenotypic heterogeneity from batch to batch. The MG-63 osteoblastic cell line is widely characterized and has an unlimited lifespan. These cells respond to specific external stimuli (such as 1,25(OH)2 D3) like bone cells, and their integrin subunit profile is similar to that of primary osteoblasts, suggesting similar interactions with their environment. They are therefore considered a relevant model of pre-osteoblasts and are widely used in preclinical bone tissue engineering models^76–78^. Furthermore, they have been used in several cell biology space experiments^79,80^.

However, this model has certain intrinsic limitations. It cannot be ruled out that MG-63 cells may have an increased or reduced sensitivity to microgravity compared with normal osteoblasts. However, this limitation also applies to “normal” primary cell types (osteoblasts, fibroblasts, endothelial cells, immune cells) due to their phenotypic heterogeneity. Moreover, in many respects, cancer cells are more resistant to stress and external signals than their “normal” counterparts. Several preliminary tests were carried out to define the experimental parameters to be used in the study, including cultures in g-vector-modifying devices (clinostat and centrifuge). As compared to other cell types (fibroblasts, mesenchymal stem cells, other bone cancer cells), no specific sensitivity of MG-63 was detected, and they were therefore considered suitable for being investigated in microgravity.

### MG-63 cell culture and cryopreservation of attached cells

MG-63 osteosarcoma cells were cultured in DMEM (Gibco #31600-083) supplemented with MEM non-essential amino acids (1%, Biowest #MS00B3100H), penicillin 10 kU/streptomycin 10 kU (1%, Lonza #DE17-602E), amphotericin B (0.2%, Gibco #15290-018), gentamycin (0.1%, Gibco #15750-037), HEPES (12.5 mM, Gibco #15630-080), fetal bovine serum (10%, Gibco #10270-106), pH 7.4. Culture glass slides (24 × 14 × 1 mm) were successively washed in boiling water, 1 M HCl, distilled water, ether and 70% ethanol, before being dried until use. Cells were seeded as monolayers at a density calculated to ensure confluence after 40 h of culture at 37 °C.

Cryopreservation medium was made of 1:1 dilution of DMEM described above, supplemented with HEPES (final concentration 25 mM) and N-acetyl-L-cysteine (30 mM, Sigma #A9165), with cryoprotective medium (Lonza, #12-132A, DMSO final concentration 7.5%). Seeded glass slides were inserted in culture chambers (Fig. 1) filled with cryoprotective medium and directly inserted in protective transport containers (IBEX). Each IBEX was wrapped in plastic bubble foil, placed in a foam box and frozen at –80 °C. This packaging was experimentally validated to ensure an optimal cooling rate to avoid formation of deleterious intracellular ice. The highest post-thawing viability of adherent cells was obtained with a cooling rate of 1.6 °C min^−1^ from RT (20 °C) to –20 °C, followed by a cooling rate of 0.8 °C min^−1^ from –20 to –80 °C.

To control the viability of cell cultures prepared for flight, spare culture chambers units were thawed in the laboratory and submitted to a complete experimental run in a ground model of Integrated Advanced Experimental Container (IAEC), according to the protocol to be used on the ISS.

The frozen IBEX was transported to KSC at –80 °C and maintained at this temperature during launch, transfer and storage in the ISS until start of the experiment.

### Space flight and ground control experiment hardware

Briefly, the main hardware consisted of (1) culture chambers containing MG-63 cells, (2) the IAEC equipped with a peristaltic pump and waste bags, (3) culture medium reservoirs, (4) fixative reservoirs. Prior to the mission, the Liquid Management Systems (LMS) of the IAECs were prepared. The flow rate of each pump was set to obtain 2.5 ml min^−1^ (for cryoprotective medium replacement) or 3 ml min^−1^ (for all other liquid transfers). The system was sterilized with a solution of antibiotics (penicillin/streptomycin 200 U ml^−1^ each, amphotericin B 1 µg ml^−1^, gentamycin 100 µg ml^−1^ for 3 h at RT), and then rinsed with 70% ethanol (for 3 h at RT), before being vacuum emptied and dried for 5 days at 37 °C. The waste bags were also carefully vacuumed. The reservoirs were filled bubble-free in the laboratory. The culture medium reservoirs were packed in IBEX and frozen at –80 °C for transport. The fixative reservoirs filled with RNAlater (Invitrogen #AM7024 95% in sterile distilled water, for the transcriptomic analyses), or with paraformaldehyde (PFA) or with sterile PBS (for morphological analyses) were packed in IBEX, stored and then transported at a minimum of 16 °C to avoid salt crystallization (RNAlater reservoirs) or at –20 °C (PFA and PBS reservoirs). The filling of LMS tubing, with antibiotics diluted in sterile PBS, was finalized at the Space Station Processing Facility at the Kennedy Space Center.

### Launch

The CYTOSKELETON experiment was launched with SpaceX CRS-24 from Kennedy Space Center, LC-39A on 21st December 2021. IBEX with MG-63 cells, chemicals and IAEC were transported at the defined temperatures and stored accordingly after docking to the ISS until start of the experiment.

### Experiment sequence on the ISS

IBEX transport containers with culture medium reservoirs were transferred to the BioLab glovebox the day before starting the experiment for complete thawing. IBEX with cells culture chambers were transferred from the –80 °C freezer into the glovebox 1.5 h before the beginning of the experiment in order to allow progressive thawing. Cell culture chambers, medium and fixative reservoirs were assembled on the IAECs in the Life Sciences Glovebox (LSG) by the German astronaut Matthias Maurer. Two IAEC were dedicated to morphological analysis (PFA fixation) and two IAEC to transcriptomic analyses (RNAlater fixation). Two fully assembled IAEC (one for transcriptomic and one for morphological analyses) were installed in the BioLab rotor per run. The command schedule, prepared by BIOTESC and validated during the EST, consisted of (1) a first medium exchange to replace thawed cryopreservative solution by culture medium, first in the PFA IAEC and then in the RNAlater IAEC, (2) progressive increase of incubator temperature to 37 °C and start of the rotor to provide 1 g for 38 h (recovery period for both µg and 1 g runs), (3) second medium exchange, (4) incubation at 37 °C during 34 h under microgravity (run 1: rotor stopped) or at 1 g (run 2: rotor running), (5) sample fixation for transcriptomic (RNAlater) or morphological (PFA) analyses. A first run was performed in microgravity (µg condition) followed by the 1 g experiment (1 g flight control).

At the end of the experiment, the IAECs were uninstalled and transferred for storage at –80 °C in Polar 4 (samples in RNAlater for transcriptomic analysis) or at +4 °C in the BioLab TCU (PFA fixed samples and stored in PBS for morphological analysis). All culture chambers were removed from the IAECs when back in the laboratory for analysis 10 days after the splashdown (January 24, 2022). The liquid in the housing of the culture chambers was withdrawn for measuring the medium-RNAlater or PFA/PBS exchanges to validate the fixation efficiency. The presence of cells on the glass slide was check by microscopy. The RNA was directly extracted and the samples for morphological analysis were kept at +4 °C in sterile PBS until use.

### RNA purification and next-generation sequencing

Total RNA was purified with High Pure RNA Isolation Kit, Roche #11828665001 from three distinct samples for each gravity condition. The quantity, quality and integrity of RNA were assessed using Agilent 2100 Bioanalyzer (Agilent). Purified total RNA was fragmented and, a double-stranded cDNA library was synthesized using the SMARTer Stranded RNA-Seq Kit (Takara #634836). The cDNA library was sequenced using an Illumina NextSeq 500 platform. Fastq files were mapped to Human reference genome (GRCh38 release 103) using the nf-core rnaseq pipeline (version 3.0, https://nf-co.re/rnaseq). The pipeline uses STAR (--aligner star_salmon) to map the raw fastq reads to the genome, to project the alignments onto the transcriptome and to perform the downstream BAM-level quantification with Salmon. We also added options in order to trim 5’ and 3’ T on forward and reverse reads and to trim based on quality after removing poly-G tails. For more information on software versions used along the pipeline, see nf-core documentation. Then, after QC report check, we used the per gene raw count matrix to perform differential expression analysis in R using DESeq2 package (https://bioconductor.org/packages/release/bioc/html/DESeq2.html). Genes were considered differentially expressed when the False Discovery Rate (FDR) was <0.01 using the B–H procedure.

### Pathways analysis

Gene sets were imported into the Ingenuity Pathways Analysis (IPA) software (QIAGEN Inc., https://www.qiagenbio-informatics.com/products/ingenuity-pathway-analysis) and subjected to functional annotations and regulatory network analysis using canonical signaling pathways, upstream regulator analysis and causal network analysis prediction algorithms.

### Cell staining and IF analysis

Cells were fixed onboard (4.75% paraformaldehyde in phosphate-buffered saline (PBS), pH 7.4, for 15 min) at the end of the experimental runs, washed twice with PBS and stored in PBS at +4 °C. Due to the relatively small sample size, areas of cell monolayers were delimited on each glass slide with PAP pen (Merck #Z672548) to realize all the immunostainings on the same sample simultaneously. Cell samples exposed to µg or 1 g in the ISS were treated in parallel with the same staining solutions, incubations times and washings.

The following primary antibodies were used: rabbit anti-KI67 (1:250, Abcam #ab16667), mouse anti-α-tubulin (1:1000, Sigma, #T6199), rabbit anti-acetyl-α-tubulin (1:500, Cell Signaling #5335P), mouse anti-LAMP2 (5 µg ml^−1^, DSHB #H4B4), rabbit anti-pFAK (1:500, Invitrogen #700255). The following secondary antibodies were used (1:500 dilution): Alexa Fluor 647 goat anti-rabbit (Thermo Fisher #A-21245), Alexa Fluor 488 goat anti-mouse (Thermo Fisher #A-21121), Alexa Fluor 488 goat anti-rabbit (Thermo Fisher #A-11008), Alexa Fluor 555 goat anti-rabbit (Thermo Fisher #A-21429), Alexa Fluor 555 goat anti-mouse (Thermo Fisher #A-21424).

Cells were permeabilized and blocked in 0.3% Triton X-100, BSA 5% in PBS for 1 h at RT. All the labeling were realized as follows: a 3 h-incubation at RT with the primary antibodies, 3 washes with BSA 1% in PBS, a 1-h-incubation with the secondary antibodies, 3 washes with BSA 1% in PBS, and nuclear staining with DAPI (0.25 μg ml^−1^, Life Technologies #D1306). Fibrillar actin staining was performed in 50 μg ml^−1^ of TRITC-conjugated phalloidin (Sigma-Aldrich, P1951) in BSA 1%. Antibodies and dyes were all diluted in BSA 1% in PBS.

Glass slides were then mounted with a coverslip using Fluoromount-G (Invitrogen, #00-4958-02) and imaged using Nikon TiS microscope with a Clara High Resolution CCD camera (Andor), halogen Fiber Illuminator Intensilight, Plan Apo 100× objective (Nikon) and controlled by NIS-Elements software (Nikon).

### Nuclear area, fluorescence intensity

The shape and size of DAPI-stained nuclei were analyzed on wide field images of samples stained with DAPI (~325 × 450 µm, Scan Large Image function) acquired with a ×100 magnification. The image reconstitution was realized by using a one-channel stitching with a 15% overlap (NIS-Elements software).

Nuclear area was measured after delineating each nucleus by using a binary mask and adding regions of interest (ROIs) by using NIS-Elements software. Each single nucleus was analyzed for its real surface in µm^2^ in the calibrated system. Intensity variations of DAPI in the nuclei were measured in the ROIs and expressed as the standard deviation of pixel intensities values. Intensity of KI67 staining in the nuclei was measured in the ROIs and expressed as the sum of pixel intensities.

### Statistical analysis

For each morphological measurement, an average of 130 nuclei were randomly selected (sampling is given below the figures in the results section). Data are presented as box plots and the used statistical procedures are indicated in the respective figures legends.

For IPA Core analyses, multiple pathways were tested for each analysis. Statistical tests were performed using Fisher’s exact test to assess which pathway was significantly associated with the genes in the dataset (total list of genes) after filtering on the base mean count, the log2 fold change and the adjusted *p* value as determined by the B–H method to control the false discovery rate (analysis-ready genes). The B–H *p* value was used to evaluate the statistical significance, under the null hypothesis, of the overlap between the analysis-ready genes and the genes reported to be part of defined pathways. A significance level of B–H *p* value <0.001 was set. The –log (B–H *p* value) and the *z*-score were used, as mentioned in the figure legends. An absolute *z*-score ≥2 is considered significant and relates to inhibition (negative *z*-score) or activation (positive *z*-score) of the pathways (http://pages.ingenuity.com/rs/ingenuity/images/0812%20downstream_effects_analysis_whitepaper.pdf).

In the Upstream Regulators analysis calculated by IPA, the purpose of the “overlap *p* value” (Fisher’s Exact Test, significance attributed to *p* values <0.001) is to identify regulators that could explain the observed gene expression changes. The overlap *p* value measures whether there is a statistically significant overlap between the dataset genes and the genes that are known to be regulated by a specific factor.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

### Supplementary information

Supplementary Notes

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Reporting Summary

## Data Availability

All the necessary information needed for data interpretation is included in the manuscript. Any additional information might be provided upon request by contacting the corresponding author, Dr Alain Colige. Raw and processed data from next-generation sequencing have been archived in the NCBI GEO database: Accession GSE224805. Postflight dataset is already archived and available on HRE Data Archive: https://hreda.esac.esa.int/hreda/#/pages/investigation;investigationAcronym=Cytoskeleton_ISS.

## Code availability

Fastq files were mapped to Human reference genome (GRCh38 release 103) using the nf-core rnaseq pipeline at https://nf-co.re/rnaseq. R scripts using DESeq2 package are available at https://bioconductor.org/packages/release/bioc/html/DESeq2.html.

# Supplementary material for: Microgravity triggers ferroptosis and accelerates senescence in the MG-63 cell model of osteoblastic cells
**Source:** NPJ Microgravity. 2023 Dec 16;9:91. doi: 10.1038/s41526-023-00339-3
**Supplement:** Supplementary file 1 — Supplementary Notes

Supplementary Note 1

Transcriptomic comparison between the 1g on board and a ground experiment

Ground control (on Earth) experiment was carried out respecting the protocol used for the experiment on the ISS (hardware, software, cell culture and cryopreservation, schedules, temperature, medium exchanges, fixation and RNAseq methodology).

Comparisons have been made (IPA software) between the 1g-flight and a “ground” data, using similar cut-offs as those previously used for μ g versus 1g comparisons ($|\log_2 \text{ fold change}| > 1$, base mean count > 100 , adjusted p-value < 0.001). Three canonical pathways were identified as significantly modified ($|z\text{-score}| > 2$ and $-\log(\text{B-H p value}) > 2$, Supplementary Figure 1 and Supplementary Data 1).

The most significant pathway predicted to be inhibited is the EIF2 signaling ($z\text{-score} = -5.1$; $-\log(\text{B-H p-value}) = 26.4$) with 53 altered genes out of 212 in the entire pathway. In our analysis, this pathway is mainly represented by ribosomal proteins L and S (RPLx and RPSx), which are involved in the assembly of either the small 40S or the large 60S ribosomal subunits. This indicates inhibition of the transcription machinery in 1g cultures in the ISS as compared to “ground” conditions. Furthermore, at another level of protein production, *AGO3*, which encodes for a protein involved in miRNA-mediated post-transcriptional gene silencing, was upregulated (fold change > 2), compared to ground control. The second pathway (Coronavirus pathogenesis) was identified essentially because of the regulation affecting RPS ribosomal proteins (as for the EIF2 pathway). Finally, the “Pulmonary Fibrosis Idiopathic Signaling” pathway was detected mainly based on the downregulations affecting genes coding for extracellular matrix proteins (collagens and fibronectin), growth factors and growth factor receptors (*ACVR2B*, *CCN4*, *FGF18*, *FGFR4*, *PDGFC*...). Remarkably, none of the pathways identified by comparing μ g and 1g on board were significantly affected ($|z\text{-score}| > 2$ and $-\log(\text{B-H p-value}) > 2$). These additional comparisons of data from 1g cells on board and on Earth confirm the relevance of using onboard 1g culture as controls, as, otherwise, we would have concluded that the EIF2 pathway is altered by microgravity. On the other hand, we have no clues as to why the EIF2 pathway is repressed in space, although radiations may be the key.

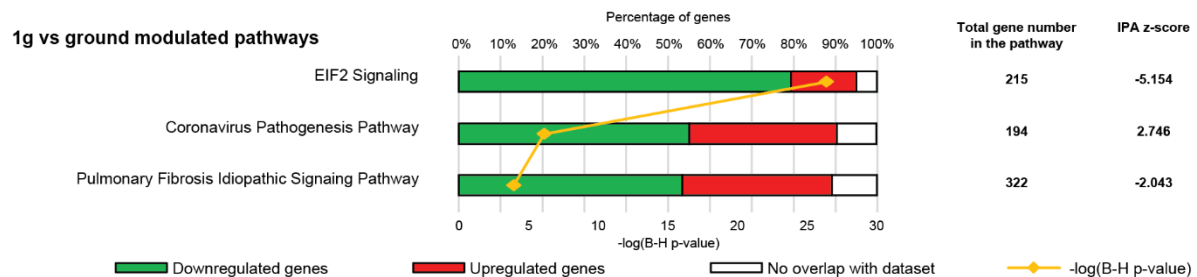

Supplementary Figure 1. Pathways associated to genes that are differentially expressed in 1g as compared to ground control. Three regulatory pathways were found to be modified in cells grown in the 1g centrifuge onboard as compared to cells grown on Earth. They are ranked according to their $-\log(\text{B-H p-value})$, which is a corrected p-value based on the Benjamini-Hochberg method, a powerful tool for reducing the false discovery rate (yellow line and symbols). For each individual pathway, the percentage of genes that are significantly down-regulated, up-regulated and unregulated relative to our analysis thresholds is illustrated by a color code (green, red or white, respectively). The total number of genes in the pathway and the z-score calculated by IPA are also shown, with positive and negative z-score values indicating stimulation or inhibition respectively.

Supplementary Note 2

RT-qPCR validations of RNAseq analysis

cDNA from total RNA used in the RNAseq analysis was synthesized using a PrimeScript RT reagent Kit (Takara) according to the manufacturer's instructions. Resulting cDNA was subjected to quantitative real-time PCR using the SYBRgreen mix method (RT-SY2X-03+WOU LR; Eurogentec). Real-time PCR experiments were run on a QuantStudio1 cyclor (Thermofisher). Results were normalized using the geometrical mean of GAPDH, B2M and RPL4 transcripts. These three genes were similarly expressed in μg and 1g samples, as previously determined by RNAseq. Experiments were done in duplicate for the three biological replicates of each condition. Differences (n-fold) between samples were calculated using the $\Delta\Delta\text{Ct}$ method. P-values were calculated using GraphPad Prism software (t-test). Primer sequences are listed in the Supplementary Table 2. A dilution curve of a reference cDNA was performed for each gene product to calculate the reaction efficiency. Correlation between RT-qPCR and RNAseq data was calculated by using the Spearman test for nonparametric values as implemented in the GraphPad Prism software.

As validation for RNAseq data, RT-qPCR assays were performed using the same RNA samples as in our transcriptomic analysis. Twelve gene products were selected according to their importance in the IPA analysis. A significant Spearman correlation was found between the RNAseq data and the RT-qPCR results (Supplementary Figure 2a and b). Altogether, these data demonstrate the reliability of the genome-wide transcriptomic analyses.

Supplementary Table 2. Oligonucleotide sequences of primers

Gene symbol	Forward primer	Reverse primer
<i>GAPDH</i>	5' CGCCCCACTTGATTTTGG 3'	5' ATGGAAATCCCATCACCATCT 3'
<i>B2M</i>	5' GAGTATGCCTGCCGTGTG 3'	5' AATCCAAATGCCGCATCT 3'
<i>RPL4</i>	5' ACCATGCGCCGGAACA 3'	5' CCACCCGGAGCTTGTGATT 3'
<i>CCNB1</i>	5' AGATCAGCACTCTACCACAGC 3'	5' TACACCTTTGCCACAGCCTT 3'
<i>CENPE</i>	5' GAGCTGCTTAGAGAAAAGGAAGA 3'	5' TGGGTCTCAATGCTTTCCAATG 3'
<i>CKAP2L</i>	5' GGCGTTCGTGCGAGGATTG 3'	5' CAGTTCATCAAGAGAAGCCACTACTAA 3'
<i>E2F2</i>	5' ATCCGCAAGAAGGCCAAGAA 3'	5' AAACATTCCCCTGCCATCCC 3'
<i>FTH1</i>	5' GTTCTTCGCCGAGAGTCGTC 3'	5' CGTCCAAGCACTGTTGAAGC 3'
<i>IL1B</i>	5' TCGCCAGTGAAATGATGGCT 3'	5' AGGTCCTGGAAGGAGCACTT 3'
<i>IL6</i>	5' CCCACCGGGAACGAAAGA 3'	5' CCGAAGGCGCTTGTGGAG 3'
<i>LMNB1</i>	5' GATGCAGCTCTTGCTACTGC 3'	5' GCTTCCAAGTGGCAATCTG 3'
<i>NUPR1</i>	5' GACTCCAGCCTGGATGAATCTG 3'	5' CTTCTCTTGGTGCGACCTTTC 3'
<i>PTGS2</i>	5' GTTCCACCCGAGTACAGAA 3'	5' AGGGCTTCAGCATAAAGCGT 3'
<i>YAP1</i>	5' CGTCCAGCAAGATACTTTAATCCTCTAT 3'	5' ACTGTGAAAGAGGTGAGCAATACATT 3'
<i>ACSL4</i>	5' ATCATGTGGTGCTGGGACAG 3'	5' AAGAGGTGCTCCAAGTCTGC 3'

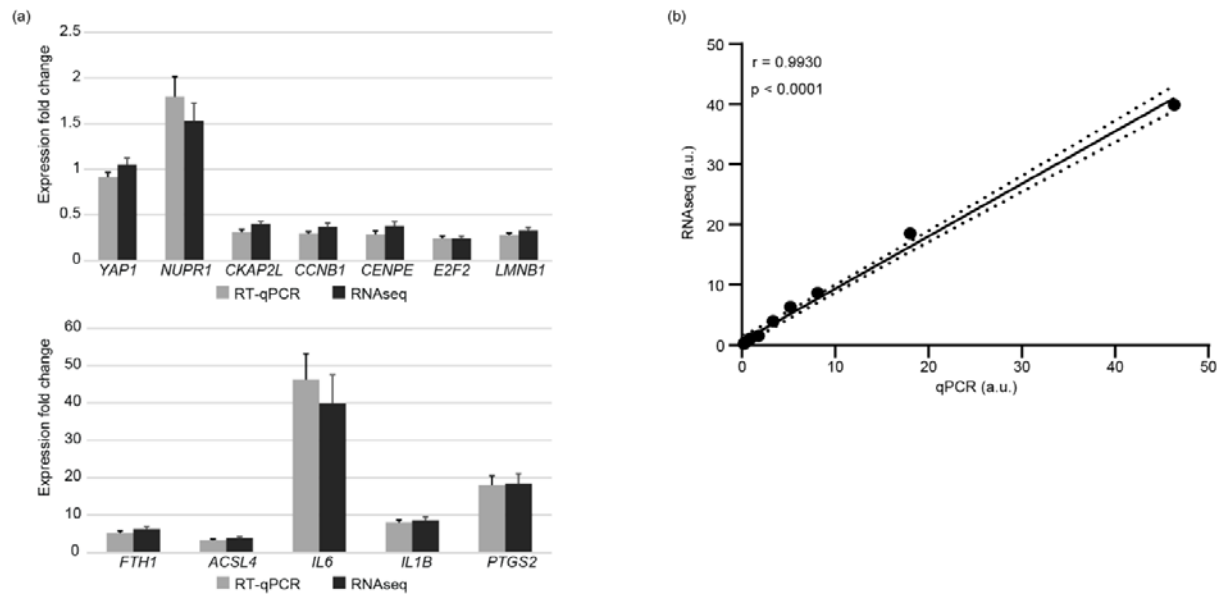

Supplementary Figure 2. RT-qPCR validations of RNAseq analysis. **a** Validation of RNAseq analysis results (comparing μg vs 1g) by RT-qPCR. RT-qPCR assays were performed in duplicate for the three biological replicates of each condition (μg and 1g). mRNA level quantifications by RT-qPCR were normalized by using data obtained for the three housekeeping gene transcripts (*GAPDH*, *B2M* and *RPL4*). Differences (n-fold) between samples (μg vs 1g) were calculated using the $\Delta\Delta\text{Ct}$ method. P-values were calculated using GraphPad Prism software (t-test). Error bars represent SEM. **b** Correlation between the RNAseq data and RT-qPCR data. A linear regression was established between the changes in gene expression (in μg compared to 1g) as determined by RNAseq and RT-qPCR for 12 comparisons. $r = 0.99$ and $p < 0.0001$ using the Spearman test. Confidence interval set at 95%. Abbreviation a.u. = arbitrary units.

Supplementary Note 3

Comparison of the effects of microgravity and of the YAP inhibitor verteporfin

The YAP1 pathway was identified by IPA as a potential upstream regulator in microgravity. As a validation of the implication of YAP1 in the regulations observed in microgravity, we have tested the effect of verteporfin (SML0534, Sigma), a YAP1 inhibitor, which induces the sequestration of YAP in cytoplasm^{1,2}, and therefore interferes with its transcriptional activity. MG63 cells were treated with 10 μ M verteporfin in DMSO for 32 hours and compared to control treated with DMSO alone. RNA was extracted as described in the method section and RT-qPCR were realized to assess the expression of 12 targets mRNA (including YAP1, NUPR1 and CKAP2L) and 3 housekeeping genes (see Supplementary Note 2). Comparisons (in fold changes) of the effects of verteporfin (versus DMSO) and of microgravity (versus 1g onboard) are provided in the Supplementary Figure 3.

Similar to what was observed for microgravity, verteporfin treatment causes a significant increase in the expression levels of genes linked to activated pathways (inflammation: *IL1B*, *IL6*, *PTGS2*; ferroptosis: *FTH1* and *ACSL4*), which further suggests the role of YAP1 in the microgravity-induced activation of these pathways. A decrease in the expression of *LMNB1* was also noticed as in microgravity. However, verteporfin did not affect the expression level of *CKAP2L*, *CENPE* and *E2F2*, which shows that mechanisms other than the YAP1 regulatory pathway could also be involved, probably mainly regarding genes for which the expression is reduced in microgravity.

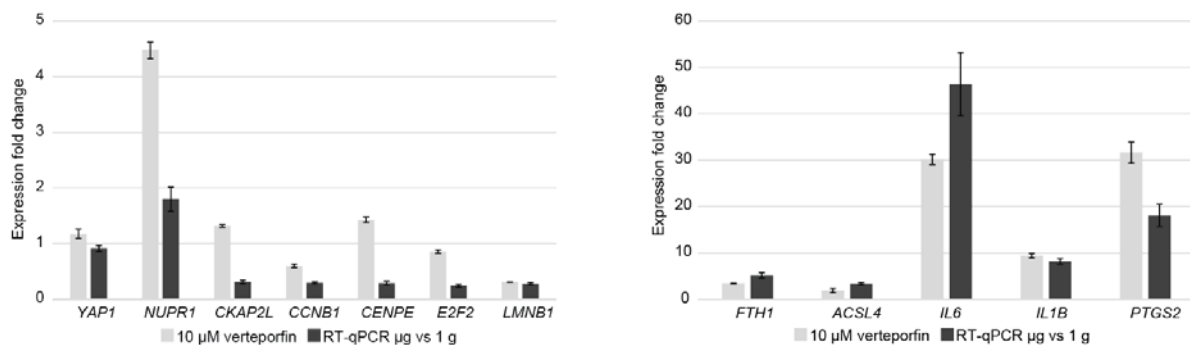

Supplementary Figure 3. Comparison of the effects of microgravity (vs control cultures at 1 g on board) and of the YAP inhibitor verteporfin (vs the DMSO control) on the expression levels (fold changes) of 12 mRNA targets. Error bars represent SEM.

1. Wang, C. *et al.* Verteporfin inhibits YAP function through up-regulating 14-3-3 σ sequestering YAP in the cytoplasm. *Am. J. Cancer Res.* **6**, 27–37 (2016).
2. Giraud, J. *et al.* Verteporfin targeting YAP1/TAZ-TEAD transcriptional activity inhibits the tumorigenic properties of gastric cancer stem cells. *Int. J. Cancer* **146**, 2255–2267 (2020).

# Supplementary material for: Microgravity triggers ferroptosis and accelerates senescence in the MG-63 cell model of osteoblastic cells
**Source:** NPJ Microgravity. 2023 Dec 16;9:91. doi: 10.1038/s41526-023-00339-3
**Supplement:** Supplementary file 10 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	RNA quantity, quality and integrity : Agilent 2100 Bioanalyzer<br>cDNA sequencing: Illumina NextSeq 500<br>Image acquisition (microscopy): NIS-Elements software (Nikon)
Data analysis	Mapping to Human reference genome: the nf-core rnaseq pipeline (version 3.0, https://nf-co.re/rnaseq/3.0), STAR (--aligner star_salmon) to map the raw fastq reads<br>Differential expression analysis: R using DESeq2 package<br>QIAGEN Ingenuity Pathway Analysis (IPA)<br>Cellular morphology measurements: NIS-Elements software (Nikon), GraphPad Prism 9

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data generated or analyzed during this study are included in the main text and its supplemental information files. The images used in this study are available from the corresponding author on reasonable request. RNAseq data have been archived in the NCBI GEO database: Accession GSE224805.

Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data where this information has been collected, and consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample size was based on ISS BioLab availability.
Data exclusions	No data was excluded from the analysis.
Replication	As the experiment was conducted on the ISS and based on ISS BioLab availability, one run was conducted for each condition. Three independent samples were collected for each run (RNA). For morphological analyses, one sample was divided to realize the different immunostainings.
Randomization	Not relevant
Blinding	Not relevant as there was no group allocation.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☒	☐ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

The following primary antibodies were used: rabbit anti-Ki67 (Abcam #ab16667), mouse anti- α -tubulin (Sigma, #T6199), rabbit anti-acetyl- α -tubulin (Cell Signaling #5335P), mouse anti-LAMP2 (DSHB #H4B4), rabbit anti-pFAK (Invitrogen #700255). The following secondary antibodies were used: Alexa Fluor 647 goat anti-rabbit (ThermoFisher # A-21245), Alexa Fluor 488 goat anti-mouse (ThermoFisher # A-21121), Alexa Fluor 488 goat anti-rabbit (ThermoFisher # A-11008), Alexa Fluor 555 goat anti-rabbit (ThermoFisher # A-21429), Alexa Fluor 555 goat anti-mouse (ThermoFisher # A-21424).

Validation

rabbit anti-Ki67 (Abcam #ab16667): knock-out validation (manufacturer's website)

mouse anti- α -tubulin (Sigma, #T6199): some references related to its use in immunocytochemistry: PMID: 31040275, PMID: 32737322, PMID24637461, PMID: 21159187, PMID: 19913571

rabbit anti-acetyl- α -tubulin (Cell Signaling #5335P): Cell Signaling validation steps include:

- Cell lines or tissues with known target expression levels are used to verify specificity.
- Appropriate cell lines and tissues are used to verify subcellular localization.
- Antibody performance is assessed on appropriate tissues.
- Cells are subjected to phosphatase treatment to verify phospho-specificity. Target specificity is also verified with the use of known knockout or null cell lines.
- Cells are subjected to siRNA treatment or over-expression of the target protein to verify target specificity.
- Activation state specification, target expression, and translocation are examined using ligands or inhibitors to modulate pathway activity.
- Requirement of threshold signal-to-noise ratio in antibody:isotype comparison and minimum fold-induction for phospho-specific antibodies ensures the greatest possible sensitivity.
- Fixation and permeabilization conditions are optimized; alternative protocols are recommended if necessary.
- Stringent testing ensures lot-to-lot consistency.

mouse anti-LAMP2 (DSHB #H4B4): some references related to its use in immunocytochemistry: PMID: 2912382, PMID: 18990578, PMID: 21161685, PMID: 11815981, PMID: 31302164, PMID: 3084996

rabbit anti-pFAK (Invitrogen #700255): validated by the manufacturer in A549 and in HeLa cells and some references related to its use in immunocytochemistry: PMID: 31285581, PMID: 26056143, PMID: 35502265, PMID: 31471459, PMID: 32934005

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	MG63 cells (human osteosarcoma) from ATCC
Authentication	The cell line was authenticated by the information provided by ATCC.
Mycoplasma contamination	The MG63 cells were preventively treated with MP Biomedicals Mycoplasma Removal Agent according to the manufacturer's protocol. Then, they were tested and were negative for mycoplasma contamination.
Commonly misidentified lines<br>(See ICLAC register)	Not relevant

How the deposited data were processed for this re-analysis (not part of the article)

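MG-63 osteosarcoma cells were cultured on the ISS in µg or at 1 g in the onboard centrifuge, with 38 h of recovery at 1 g and 34 h of exposure, and RNA was sequenced from 3 culture samples of each kind. The authors prepared SMARTer stranded libraries, sequenced them on an Illumina sequencer, removed poly-G, trimmed poly-T and low-quality ends, and ran the nf-core rnaseq workflow (STAR alignment and salmon quantification per gene) on GRCh38, release 103. The strand setting of salmon is not stated. Genes with near-identical copies (ferritin genes and their pseudogenes, histones, HSPA1A and HSPA1B, ribosomal proteins) share reads, so their values are less certain. The signal values are, as deposited by the authors, gene counts divided by 1 DESeq2 size factor per library, and the signal given as the mean is the mean of the 6 libraries. The log2 values are, per the file headers, the authors' DESeq2 log2 fold changes of µg over 1 g, smaller in size than the log2 ratio of the means, as shrunken estimates are. The p-value values are, per the file headers and the authors' Methods, the DESeq2 p-value and its Benjamini-Hochberg adjusted value, empty where a gene was not tested (DESeq2 version not stated).

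The smallest nonzero signal of each library was taken as 1 read. Every nonzero value (100%) was then a whole number within 1e-06, so whole counts were used. Assigned reads came to 27213712, 20916102 and 21731928 in 1 g replicates 1 to 3 and 27272761, 25314563 and 25073832 in µg replicates 4 to 6. A gene at a mean of 100 counts carries a counting error of about 10%, and a gene at 10 counts about 31.6%. The 10 most abundant genes took 7.86, 6.87 and 6.90% of the reads at 1 g and 9.48, 10.0 and 9.97% in µg.

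Of 60666 genes, 29904 had a count, and 16932 passed edgeR's filterByExpr (minimum count 10, minimum total 15). They were tested in R 4.3.3 with edgeR 4.0.16 (TMM, robust quasi-likelihood fit, median prior degrees of freedom 5.75, prior count 2) and Benjamini-Hochberg adjustment. The plan foresaw counts as deposited, and this count test was to be used if counts could be recovered. The file holds size-factor-normalized values, so limma-trend on log2(value + 1) of the same genes was added after the data were seen, as a test that needs no recovered counts. A gene is called at an adjusted p under 0.01. The stricter thresholds are the paper's: |log2 fold change| above 1, mean count above 100, adjusted p under 0.001. Little change means a mean count above 10 and a log2 fold change within 0.33 of 0. Standard errors come from the F statistic, and the 95% intervals of single genes use them. The 95% intervals of list medians resample the genes of the list, not the libraries.

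The 45 gene lists were tested with camera (limma 3.58.1) at a correlation of 0.01 and with an estimated correlation, and with fry, which tests against no change, adjusted over the lists. The list threshold of 0.05 was not part of the plan. The lists, the tests and the planned settings were written before the data were examined, after the paper and its tables had been read, so lists holding genes of those tables are not independent of them. Replicates are culture samples, and µg and 1 g coincide with run 1 and run 2, so no run term was fitted. With a single run per gravity level, the errors measure spread within a run, not among repeated exposures. The planned settings were DESeq2 size factors, library totals and upper-quartile factors in place of TMM, no expression filter, a mean count of at least 50, DESeq2 1.42.0 (Wald test, with and without shrunken fold changes), limma-voom, the culture number as a block, each library left out, the most abundant, mitochondrial and ribosomal RNA genes left out (591 genes), an adjusted p under 0.05, other definitions of the mean, and glmTreat against a 2-fold change. List tests under DESeq2 and with the authors' values used cameraPR on the gene statistics.

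Genes are named by a rule written with the plan. It takes the 12 largest rises and 12 largest falls past the stricter thresholds with groups that do not overlap, every gene the paper names in its results or Tables 1 and 2, the RT-qPCR genes, and up to 4 members per list with the largest called change. The paper's table values had been seen when the rule was written. Members of small counts were named after their values were seen, as were GADD45A, NDRG1 and the members that lead a list. Some genes of these lists are not reported here. Coordinates are from GENCODE release 44 on GRCh38, the build the authors name, and 60437 gene identifiers (99.6%) matched. Of the gene symbols, 1289 occur more than once, so genes were joined by identifier.

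Counts with the variability of these libraries were also simulated, with 67 genes changed 1.5-fold, 67 changed 2-fold and 66 changed 4-fold. At an adjusted p under 0.01, edgeR called 19.4, 74.6 and 92.4% of them, with 4 of 16732 unchanged genes among 128 calls (3.13%). DESeq2 called 22 unchanged genes among 173 (12.7%). In simulated lists camera called the lowered list, and gave the unchanged list an adjusted p of 0.663. Genes were drawn independently, so this does not test camera where list members are correlated. In these libraries the proliferation markers had an estimated correlation of 0.74. The simulation changed far fewer genes than were called in these libraries, so its shares of false calls need not carry over. The ground, protein and imaging data of the paper were not analysed here.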

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

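The tests of each explanation were set out before their results were seen, except the test of composition for the cell-cycle genes, which was chosen only after the result was seen. Intervals given for list medians resample the genes of the list as if independent. They do not measure spread among samples.

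Several genes and lists that the paper does not discuss in its comparison of µg with 1 g moved in µg, and were picked out for this reason (edgeR, n = 3 each). CSF3, a granulocyte growth factor, rose from 5.44 ± 1.58 normalized counts at 1 g to 274 ± 121 in µg (log2 fold change 5.63, adjusted p = 4.52e-05), and BMP2, a bone morphogenetic protein, from 124 ± 42.9 normalized counts at 1 g to 4779 ± 1827 in µg (log2 fold change 5.25, adjusted p = 4.20e-04). With culture number as a block BMP2 had an adjusted p of 0.0171 by edgeR, the highest over its planned settings and the only one above 0.01. CEMIP, which takes part in hyaluronan breakdown, rose from 735 ± 377 normalized counts at 1 g to 20947 ± 1885 in µg (log2 fold change 4.83, adjusted p = 4.30e-04), and DIO3, which inactivates thyroid hormone, from 15.8 ± 9.25 normalized counts at 1 g to 277 ± 90.8 in µg (log2 fold change 4.12, adjusted p = 2.12e-04). C15orf48 rose from 7.69 ± 3.50 normalized counts at 1 g to 307 ± 29.7 in µg (log2 fold change 5.26, adjusted p = 5.85e-06) and PI3, a protease inhibitor, from 18.7 ± 6.86 normalized counts at 1 g to 384 ± 103 in µg (log2 fold change 4.33, adjusted p = 2.31e-05). In all of these genes each µg library lay above each 1 g library, which was a condition for picking them and is no evidence of its own. They were also taken as the largest rises past the stricter thresholds.

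The ATF4 targets of the integrated stress response had a median log2 fold change of 1.45, with 15 of 20 higher and none lower (camera, adjusted p = 2.41e-06, and adjusted p = 0.296 with an estimated correlation). The paper names several of them, such as ATF4 and CHAC1, but does not treat them as a group. Only 9 were higher without 1 g replicate 3.

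Most genes of proliferation, replication and the kinetochore were lower in µg, with a median log2 fold change of -1.28 over 115 genes. By edgeR, 25 of 25 proliferation and 37 of 44 replication genes were lower. So were 14 of 17 inner kinetochore, 11 of 13 outer kinetochore and 14 of 16 spindle checkpoint genes. The rest did not pass, and none was higher. With an estimated correlation, camera's adjusted p was 0.331 for the spindle checkpoint and 0.296 for the other lists named. TMM, which corrects for composition, moved the median of all genes by 0.185 from library totals and that of the 115 genes from -1.46 to -1.28 (95% interval -1.34 to -1.16). The fall was thus present with either scaling. The median lay past the bound of -0.5, but this test was set with the value known, so passing it decides nothing about composition. Matching each gene to the 200 genes nearest in length and GC content left -1.28 (-1.38 to -1.15), where random lists gave -0.11 to 0.13. No single library carries it, as the median was -1.20 (-1.28 to -1.08) without 1 g replicate 2, the nearest to 0. A difference between the runs other than gravity cannot be told apart from gravity, because 0 of the runs hold both levels, and a slower cycle in µg stays a hypothesis beside it.

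Of 82 ribosomal protein genes 31 were higher, 1 (RPL39L) was lower and 50 did not pass, or 35 and 1 when adjusted over the list alone, with a median of 0.33 (camera, adjusted p = 1.06e-08, and adjusted p = 0.462 with an estimated correlation). Leaving out 1 g replicate 3 gave 10 higher genes and leaving out µg replicate 6 gave 11. RPL39L lost its call without 1 g replicate 2 or 3 or µg replicate 4, 5 or 6 (adjusted p between 0.0125 and 0.0459), by edgeR. Transcript length and GC content are argued against as the whole cause by the matched medians of 0.36 (0.28 to 0.44) and 0.34 (0.27 to 0.42), and over all genes Spearman's rho was -0.0007 with length and 0.005 with GC content. Composition stays open and cannot be told apart, because with library totals the median was 0.14, whose interval (0.0894 to 0.217) holds the bound of 0.1 set for it, and 10 genes were higher. RNA quality or library preparation stays open too, since the 10 small and nuclear RNAs that move with it had a median of 0.79, with 5 higher and none lower (camera, adjusted p = 1.48e-04, and adjusted p = 0.296 with an estimated correlation). The paper's supplement describes ribosomal protein genes in its comparison of onboard 1 g with ground cultures, where it gives their pathway as inhibited at 1 g, so by that account the rise in µg is over a 1 g level that differs from ground. The ground data were not analysed here.

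Hypoxia-inducible genes had a median of 0.77, with 6 of 23 higher and none lower, or 12 when adjusted over the list alone (camera, adjusted p = 1.63e-04, and adjusted p = 0.489 with an estimated correlation). Mean levels, centred on 1 g, were 1.25, 0.24 and 1.00 in µg replicates 4 to 6, and NDRG1 had 357289, 121330 and 272567 counts, so µg replicate 5 is the low one. Leaving it out gave 16 higher genes and leaving out µg replicate 6 gave 3, while the Wald test gave 15 and limma-voom or the block 10. Replicate 4 alone is argued against as the cause, since without it the median was 0.52 (0.41 to 1.07, camera adjusted p = 0.00142, over all planned settings 1.68e-10 to 0.489). A difference of oxygen or medium between the runs may account for it and cannot be told apart from gravity, since 0 runs hold both gravity levels.

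The 6 libraries can be split into 3 and 3 in 10 ways, which is too few for a share under 0.05. The real split gave 2169 higher and 1920 lower genes and 337 and 446 at the stricter thresholds, each the largest of the 10 (1 split as large), and the highest of the others was 0 by edgeR, with up to 608 genes at an unadjusted p under 0.05. Every other split puts µg and 1 g libraries in both groups, so the difference between them adds to the spread within groups. The low counts there are therefore no measure of chance. Of the lists, 25 passed camera at the preset correlation in the real split and the highest of the others was 27 (2 splits as large), with 11 the lowest.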

How the results depend on the processing

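limma-trend and the authors' deposited values were added after the data were seen, and the other alternatives were planned.

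The counts of genes stayed within 1.5 times of those reported in all planned and added settings except the following. Library totals gave 1279 higher and 3291 lower genes (2169 and 1920 with TMM) and 215 and 681 at the stricter thresholds (337 and 446), with the median of all genes shifted by -0.19, which shows the cause. With a library left out the counts ran from 1066 to 2420 and from 1045 to 2094, and from 130 to 481 and 166 to 499 at the stricter thresholds, lowest without µg replicate 6 and highest without 1 g replicate 1. They were 1360 and 1235 without 1 g replicate 2 and 1140 and 1075 without 1 g replicate 3. Each of these fits has fewer degrees of freedom, which alone does not account for the range among them. Without 1 g replicate 1 the 1 g spread rests on replicates 2 and 3, the closest pair. Their chi-square statistic per gene was 3.43, against 41.3 and 32.5 for replicate 1 with replicates 2 and 3. Adjusted p values without 1 g replicate 1 carry this limit. Whether it accounts for the rise was not tested. An adjusted p under 0.05 gave 3438 and 3180, and glmTreat 47 and 10, both by construction. No gene called here was called in the other direction under any of the planned or added alternatives. The genes shared with the 2169 and 1920 were 1056 and 1038 without µg replicate 6, 2113 and 1907 with DESeq2 size factors, 2096 and 1890 with no filter, 1966 and 1796 at a mean count of at least 50, 2154 and 1903 with DESeq2, 1999 and 1770 with limma-voom, and 2055 and 1887 of 2109 and 1933 with limma-trend. The authors' values gave 2693 and 2510, with 2065 and 1884 shared. Genes with little change numbered 7092 to 8550 over the planned settings.

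As a block, culture number gave 2264 and 1961 genes, 1995 and 1788 of them shared. Deviations from the group mean correlated at 0.11, 0.06 and -0.02 between libraries of the same number and at -0.10 to 0.05 between others, so the unblocked test is reported.

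Of 275 named genes, 253 were called, and 196 of these kept direction and call in every planned setting that gave them a value. Of the 22 not called, 4 did. Those that changed direction, none of them called, were LAMP2 (library totals -0.16, upper-quartile factors -0.019, with a library left out -0.054 to 0.084), WWTR1 (library totals -0.075) and YAP1 (library totals -0.10). The shift of the scaling shows the cause for library totals, and elsewhere the cause was not tested.

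The values that follow are adjusted p from camera, except those marked fry, which tests a list against no change and not against the other genes. With an estimated correlation 25 lists, those past 0.05 at the preset one, no longer passed. The value was 0.296 for the inner and outer kinetochore, proliferation, replication, cyclins, homologous recombination, Fanconi, ferroptosis, its defences, integrated stress, unfolded protein, cytokine, protease, NF-kB, AP-1, apoptosis, lamin and RNA quality lists, 0.331 for the spindle checkpoint and histones, 0.426 for NRF2 targets and cholesterol synthesis, 0.489 for hypoxia, 0.462 for ribosomal proteins and 0.726 for mitochondrial mRNAs. Lists whose estimated correlation was near or below the preset 0.01 were lost too, such as apoptosis (0.017), ferroptosis defences (0.018) and unfolded protein (-0.05). Correlation among members alone therefore does not account for the loss, and its cause was not tested. As no list passed in this setting, it does not tell the lists apart.

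Apoptosis (0.0475) was also past 0.05 no longer with library totals (0.0599), a mean count of at least 50 (0.111) and with some libraries left out (0.0247 to 0.0825, highest without µg replicate 4, also above 0.05 without 1 g replicate 1 or 2). Mitochondrial mRNAs (0.0362) no longer passed with the authors' values (0.0505), fry (0.214) or some libraries left out (0.00153 to 0.180, lost without 1 g replicate 1 or µg replicate 6).

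Lists not past 0.05 passed it in the same direction in some settings. The E2F family (0.0616) passed with no filter (0.0256), the Wald test (2.40e-05), limma-voom (0.0339), the authors' values (5.06e-04), fry (0.0116) and without µg replicate 5 (leave-outs 0.0260 to 0.0869). Mismatch repair (0.0603) did so with library totals (0.0270), upper-quartile factors (0.0480), no filter (0.0337), the Wald test (0.00237), limma-voom (0.0382), the authors' values (0.00864), fry (0.00181) and without 1 g replicate 3 or µg replicate 5 (0.0278 to 0.0909). Checkpoint signalling (0.0640) did so with no filter (0.0316), the Wald test (0.00133), limma-voom (0.0382), the block (0.0370), the authors' values (0.0107) and fry (0.00487). The stress-induced growth arrest genes (0.0862) did so with library totals (0.0380), no filter (0.0316), the Wald test (0.00448), fry (0.0116) and without µg replicate 4 (0.0399 to 0.168). Osteoblast genes (0.114) did so with library totals (0.0425), no filter (0.0314), the Wald test (0.0205), the authors' values (0.0498), fry (0.00983) and without 1 g replicate 1 or 3 or µg replicate 4 (0.0399 to 0.148). Interferon genes (0.106) did so with library totals (0.0366), no filter (0.0337) and without 1 g replicate 1 (2.84e-06 to 0.477). Others were actin and focal adhesion (0.111, Wald test 0.0256, without 1 g replicate 1, leave-outs 0.0392 to 0.225), tubulins with tubulin acetylation enzymes (0.359, Wald test 0.00916, authors' values 0.0277), lysosome (0.292, Wald test 0.0165) and end joining (0.216, fry 0.00245). The cause was not tested.

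Lists that reversed were never past 0.05 in either direction. These were CDK inhibitors (mean count of at least 50, 0.992), excision repair (without 1 g replicate 2 or µg replicate 5, leave-outs 0.607 to 0.997), heat shock (library totals 0.728, upper-quartile factors 0.969, abundant genes left out 0.965, authors' values 0.799, without 1 g replicate 1 or µg replicate 6, leave-outs 0.516 to 0.954), glycolysis (fry 0.98, without µg replicate 5, leave-outs 0.0804 to 0.954), mitochondrial ribosomal proteins (library totals 0.438, upper-quartile factors 0.905, mean count of at least 50 0.996, Wald test 0.918, authors' values 0.816, without 1 g replicate 1 or µg replicate 6, leave-outs 0.381 to 0.954) and other cell types (fry 0.98). The cause was not tested.

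Pseudocounts of 0.1 and 10 were not run, as counts were recovered. Shrunken fold changes were not planned for lists. With abundant genes left out, the 591 genes dropped and the mitochondrial mRNA list have no value. Depth limits low genes most: with 20916102 to 27272761 reads, a gene at 10 counts has a counting error of about 31.6%, and genes under the filter were not tested.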

Differences from the paper's values

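The planned settings were set before the data were examined, and limma-trend and the authors' deposited values were added after the values were seen.

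Of 60 log2 fold changes in Tables 1 and 2, all have the same sign here, with a median absolute difference of 0.04 and a largest of 0.81, and 1 differs by more than the replicate SD. For PDK4 the paper's value is 3.724, and here it was 4.07. The value lay within the paper's by that measure with library totals (3.89), upper-quartile factors (4.03), shrunken DESeq2 fold changes (3.85), without 1 g replicate 1 (3.96) and without µg replicate 5 (3.87). It did not with DESeq2 size factors, no filter, a mean count of at least 50, the Wald test, limma-voom, the block, the abundant genes left out, or without 1 g replicate 2 or 3 or µg replicate 4 or 6. Only the shrunken DESeq2 value may be of the same kind as the paper's. The authors' fold changes are smaller than the log2 ratio of the means, as shrunken estimates are.

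At the paper's stricter thresholds, the count here was 783 (337 higher, 446 lower), against the paper's 998 (the paper's 490 and 508). The authors' deposited values gave 988 at those thresholds (483 and 505), or 484 and 508 with their p-values adjusted over the genes tested here, a setting chosen after the values were seen that drops 10 of the paper's 998. Of the planned settings, the Wald test gave more than the paper (504 and 520), library totals gave more lower genes (681), and the rest gave fewer of both. Of the paper's 998 genes, 998 had the same direction here, 933 had an adjusted p under 0.01 (edgeR), and 761 passed the stricter thresholds. A further 22 genes passed here and are not in that set. The set holds 10 genes with an absolute log2 fold change below 1 in the authors' values (smallest 0.995). At the little-change thresholds the count here was 7605 and with the authors' values 8086, against the paper's 10,092. In the authors' values, 1669 genes have a p-value with 0 counts in all 6 libraries, so the authors may have fitted further libraries, and their p-values and fold changes may not rest on these 6 alone.

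Of the paper's 23 genes of Table 1, 20 passed the stricter thresholds here, and of its 37 of Table 2, 29 did. Of the genes the paper presents as higher, these were not called here (edgeR). MMP1 (0.0132) was called with a mean count of at least 50, DESeq2, limma-voom, the block and without µg replicate 4 (0.00121) or 5 (0.00507). MMP2 (0.0364) was called with DESeq2, the block and without 1 g replicate 1 (4.46e-05). MMP3 (0.0230) was called with DESeq2, limma-voom and without µg replicate 4 (0.00151). JUN (0.0237) was called with DESeq2, the block and without µg replicate 4 (0.00624). SLC39A8 (0.0317) and TGFB3 (0.0414) were called with DESeq2, limma-voom, the block and without 1 g replicate 1 (3.74e-05 and 0.00100). CP (0.0892) was called with the block (5.32e-05). ANGPTL4 (0.0114) was called with a mean count of at least 50, DESeq2, limma-voom and without µg replicate 5 (1.66e-05). SOD2 (0.0286) was called with DESeq2, limma-voom and without 1 g replicate 1 (2.81e-06). TLR2 (0.0210) was called with DESeq2, the block and without 1 g replicate 1 (0.00684). The numbers are adjusted p from edgeR, and all 10 genes had a positive log2 fold change in every planned setting. All 10 were also called with the authors' values, a setting chosen after the values were seen, which drops 0 of the paper's 998 genes at an adjusted p under 0.01 and 10 at the stricter thresholds.

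RAD1, which the paper gives as lower, had a log2 fold change of -0.17 (edgeR, adjusted p = 0.136) and was called only with library totals (0.00760). Of the minichromosome genes the paper gives as at least 2-fold lower, MCM9 was at -0.41 (adjusted p = 0.0282, edgeR) and was called with library totals (0.00569) and, after the values were seen, with the authors' values (0.00554). MCM7 (-0.95) fell by less than 2-fold, as did SKA2 (-0.94), in a group for which the paper gives a factor around 2–3. The authors' deposited values are below 2-fold too (-0.945 for MCM7, -0.935 for SKA2 and -0.414 for MCM9). MCM7 and SKA2 fell by more than 2-fold with library totals (-1.13 and -1.12) and MCM7 also without 1 g replicate 1 (-1.04) or µg replicate 5 (-1.01). The paper places MT-CO1 and MT-CO2 among genes of little change, where they were at 0.70 and 0.81 here, outside 0.33, and 0.67 and 0.68 in the authors' values. MT-CO1 was not called (edgeR, adjusted p = 0.0117), and was without µg replicate 4 (0.00556), with no filter, DESeq2, the block or the authors' values, and MT-CO2 was called with the block alone (0.00682). The paper ranks IL6 as the gene with the largest rise. At the stricter thresholds it was in place 2 here (5.62, CSF3 at 5.63), and in place 1 by the authors' values (5.32). IL6 was above CSF3 with shrunken DESeq2 fold changes, limma-voom, the block, and without 1 g replicate 1 or 3 or µg replicate 5, and with limma-trend, chosen after the values were seen. Of 36 apoptosis genes, which the paper describes as not altered as a pathway, 12 were higher and 2 lower here (edgeR), with 6 higher with library totals or without 1 g replicate 2, 5 without 1 g replicate 3 and 4 without µg replicate 6, and a median of 0.19, just below 0 with library totals. At the stricter thresholds, which the paper used for its pathways, 0 of the 36 passed. This list was written apart from the paper's pathways and may hold other genes. The list (camera, adjusted p = 0.0475, 0.296 with an estimated correlation, and fry against no change 0.00181) was not past 0.05 with an estimated correlation, library totals, a mean count of at least 50, or without 1 g replicate 1 or 2 or µg replicate 4. The paper gives excision and mismatch repair as mostly lower, for IPA pathways. The lists here were written separately and may hold other genes, so the counts need not be of the same members. Of 20 core excision repair genes 3 were lower and 2 higher, or 4 and none with library totals, 1 and none without 1 g replicate 3 or µg replicate 6 and 1 and 1 without 1 g replicate 2, and of 8 mismatch repair genes 3 were lower and none higher (edgeR), or 4 lower with library totals.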

Other observations

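The list tests and counts here were planned, and the chi-square statistics between libraries were not part of the plan.

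Among genes of cholesterol synthesis and uptake more were higher than lower in µg. Of 21 tested, 7 were higher, MSMO1, SQLE, INSIG1, DHCR7, CYP51A1 and SREBF2 among them, and 1 was lower, or 9 and 1 when adjusted over the list alone (edgeR). MSMO1 had a log2 fold change of 1.37 (adjusted p = 0.00222) and SQLE, an early enzyme of sterol synthesis, of 1.18 (adjusted p = 8.90e-05). The list's median was 0.58 (camera, adjusted p = 5.88e-04, and adjusted p = 0.426 with an estimated correlation). The higher count was 4 with library totals, 11 with the Wald test, 13 without 1 g replicate 1, 4 without 1 g replicate 2 or µg replicate 4, 3 without 1 g replicate 3 or µg replicate 5 and 2 without µg replicate 6. No gene was lower without 1 g replicate 3 or µg replicate 4 or 6. By edgeR MSMO1 lost its call without µg replicate 4 or 5 (adjusted p between 0.0127 and 0.0151), INSIG1 without 1 g replicate 1, 2 or 3 or µg replicate 4 or 6 (adjusted p between 0.0108 and 0.0337) and DHCR7 without 1 g replicate 2 or 3 or µg replicate 4, 5 or 6 (adjusted p between 0.0157 and 0.0518). Of 15 osteoblast genes BMP2, BMP6 and FGF2 were higher and VDR, the vitamin D receptor, lower (edgeR), the same when adjusted over the list alone, with a median of 0.30 (camera, adjusted p = 0.114, over the planned settings 0.0205 to 0.392, and fry against no change 0.00983). Among the osteoblast genes tested in each setting, whose number can differ, 5 were higher with the Wald test or without 1 g replicate 1, and 1 without 1 g replicate 3. BMP6 lost its call without 1 g replicate 1, 2 or 3 (adjusted p between 0.0225 and 0.0315) and FGF2 without 1 g replicate 3 or µg replicate 6 (adjusted p between 0.0121 and 0.0136), by edgeR.

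Genes of the cytoskeleton and matrix went both ways. Of 36 actin and focal adhesion genes, 8 were lower, ACTB and ACTN4 among them, and ITGA2, ITGB3 and LIMS1 were higher, or 11 and 3 when adjusted over the list alone (edgeR, median -0.13, camera adjusted p = 0.111). The lower count was 14 with library totals, 13 with no filter or the Wald test, 14 without 1 g replicate 1 (camera adjusted p = 0.0392, over the planned settings 0.0256 to 0.726) and 5 without 1 g replicate 2 or 3 or µg replicate 6, and the higher count was 1 without 1 g replicate 3 or µg replicate 6. ITGB3 lost its call without 1 g replicate 1, 2 or 3 or µg replicate 6 (adjusted p between 0.0210 and 0.0362), by edgeR. Of 18 genes of tubulins and tubulin acetylation enzymes, 7 were lower, TUBA1B and TUBB4B furthest. The tubulin gene TUBE1 and the enzyme gene SIRT2 were higher. Adjusted over the list alone, 7 were lower and 3 higher (edgeR, median -0.12, camera adjusted p = 0.359). Only 4 were lower without 1 g replicate 3 or µg replicate 6, while the higher count was 0 with library totals and without 1 g replicate 2 or 3 or µg replicate 5 or 6, and 1 without 1 g replicate 1 or µg replicate 4 (edgeR). Of 28 matrix genes THBS1, LOX and COL12A1 were higher and LAMB1, COL6A3, POSTN and LOXL1 lower, or 4 and 4 when adjusted over the list alone (edgeR), with a median of 0.08 that was -0.10 with library totals (camera, adjusted p = 0.670). The higher count was 5 without 1 g replicate 1 or µg replicate 5, 6 with the Wald test and 7 with the block, and the lower count was 2 without 1 g replicate 3 or µg replicate 6. POSTN lost its call without 1 g replicate 2 or 3 or µg replicate 4 or 6 (adjusted p between 0.0228 and 0.0394), by edgeR. Of 33 lysosome genes 6 were higher, SQSTM1 and CTSL furthest, and 3, MCOLN1 and CTSZ among them, were lower, or 9 and 3 when adjusted over the list alone (edgeR), with a median of 0.04 that was -0.15 with library totals and -0.01 without µg replicate 4 (camera, adjusted p = 0.292). Only 1 was lower without µg replicate 6.

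Of 21 interferon-stimulated genes IRF7 alone was higher, and none when adjusted over the list alone (edgeR, median 0.28, camera adjusted p = 0.106). Their mean level, centred on 1 g, was 0.75, -0.48 and -0.27 in 1 g replicates 1 to 3 and 0.45, 0.29 and 0.41 in µg replicates 4 to 6. In all, 14 were higher without 1 g replicate 1, where camera's adjusted p was 2.84e-06, and the planned settings ran from 2.84e-06 to 0.828. IRF7 lost its call without 1 g replicate 3 or µg replicate 4, 5 or 6 (adjusted p between 0.0151 and 0.0197), by edgeR.

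Of 10 small and nuclear RNAs that move with RNA quality, RN7SL1, RN7SL2, RPPH1, SNORD3A and RMRP were higher and none was lower, or 8 and none when adjusted over the list alone (edgeR, median 0.79, camera, adjusted p = 1.48e-04, and adjusted p = 0.296 with an estimated correlation). All 10 were higher without 1 g replicate 1, and 9 with the Wald test. Of 15 markers of other cell types 6 passed the expression filter, and CD14 was higher (log2 fold change 2.22, edgeR, adjusted p = 0.00688, camera for the list 0.749). CD14 lost its call without 1 g replicate 1, 2 or 3 or µg replicate 4 or 6 (adjusted p between 0.0187 and 0.0285), by edgeR. Per gene, the chi-square statistic was 3.43 between 1 g replicates 2 and 3, 22.6 to 62.7 between the other libraries of the same gravity level, and 162 to 184 between µg and 1 g libraries, so 1 g replicates 2 and 3 lie closest together.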
